# Phytoplankton transcriptomic and physiological responses to fixed nitrogen in the California current system

**DOI:** 10.1371/journal.pone.0231771

**Published:** 2020-04-20

**Authors:** Irina N. Shilova, Jonathan D. Magasin, Matthew M. Mills, Julie C. Robidart, Kendra A. Turk-Kubo, Jonathan P. Zehr

## Abstract

Marine phytoplankton are responsible for approximately half of photosynthesis on Earth. However, their ability to drive ocean productivity depends on critical nutrients, especially bioavailable nitrogen (N) which is scarce over vast areas of the ocean. Phytoplankton differ in their preferences for N substrates as well as uptake efficiencies and minimal N requirements relative to other critical nutrients, including iron (Fe) and phosphorus. In this study, we used the MicroTOOLs high-resolution environmental microarray to examine transcriptomic responses of phytoplankton communities in the California Current System (CCS) transition zone to added urea, ammonium, nitrate, and also Fe in the late summer when N depletion is common. Transcript level changes of photosynthetic, carbon fixation, and nutrient stress genes indicated relief of N limitation in many strains of *Prochlorococcus*, *Synechococcus*, and eukaryotic phytoplankton. The transcriptomic responses helped explain shifts in physiological and growth responses observed later. All three phytoplankton groups had increased transcript levels of photosynthesis and/or carbon fixation genes in response to all N substrates. However, only *Prochlorococcus* had decreased transcript levels of N stress genes and grew substantially, specifically after urea and ammonium additions, suggesting that *Prochlorococcus* outcompeted other community members in these treatments. Diatom transcript levels of carbon fixation genes increased in response to Fe but not to Fe with N which might have favored phytoplankton that were co-limited by N and Fe. Moreover, transcription patterns of closely related strains indicated variability in N utilization, including nitrate utilization by some high-light adapted *Prochlorococcus*. Finally, up-regulation of urea transporter genes by both *Prochlorococcus* and *Synechococcus* in response to filtered deep water suggested a regulatory mechanism other than classic control via the global N regulator NtcA. This study indicated that co-existing phytoplankton strains experience distinct nutrient stresses in the transition zone of the CCS, an understudied region where oligotrophic and coastal communities naturally mix.

## Introduction

Marine phytoplankton are responsible for about half of photosynthesis on Earth [1]. The growth and productivity of phytoplankton are constrained by the availability of critical nutrients, primarily nitrogen (N), phosphorus (P), and iron (Fe) [2–7]. Over wide areas of the ocean, N limits phytoplankton growth [7,8] because most phytoplankton cannot use the gaseous form, dinitrogen (N_2_). Instead they use a variety of other chemical forms of N, including organic forms such as urea, as well as inorganic forms such as nitrite (NO_2_^-^) and nitrate (NO_3_^-^), with preferences differing among phytoplankton [9–12]. Physical transport processes, remineralization, and other factors, often seasonal and region-specific, affect which N forms are available [9,13–16], which in turn affects species composition and trophic dynamics [17,18]. Much of our knowledge about phytoplankton communities comes from either oligotrophic ocean gyres or coastal regions, the latter of which typically have higher levels of available N. Less is known about boundary current systems where the two communities naturally mix, such as the transition zone of the California Current System (CCS). The present study examines CCS phytoplankton transcriptomic responses to added N substrates and links those responses to observed physiological responses.

The CCS is a highly dynamic environment where N availability varies with location and season and, together with other factors, controls phytoplankton community composition and productivity [13,16,19,20]. Along the coast, the upwelling of cold nutrient rich waters by Ekman transport leads to high NO_3_^-^ concentrations [13,21]. About 200 km offshore, the CCS system is bounded by the warm oligotrophic California Current (CC) which flows toward the equator [13]. The transition zone (TZ) between the coastal mesotrophic region and the oligotrophic CC is characterized by high-energy eddies and cross-stream jets that drive mesoscale variability in nutrients and phytoplankton productivity [22–24]. In the late spring and summer, upwelled nutrient-rich water travels offshore across the TZ and, along the way, becomes depleted of NO_3_^-^ due to biological activities and physical forces [13,14]. In the late summer and early fall, weaker nearshore upwelling followed by mixing of TZ and oligotrophic CC waters can make NO_3_^-^ scarce and limit phytoplankton primary production [13]. Moreover, iron (Fe) can be depleted faster than NO_3_^-^ leading to Fe limitation or N and Fe co-limitation for phytoplankton in the TZ [3,14].

In the coastal regions of the CCS, diatoms and other large photosynthetic eukaryotes drive primary production, whereas in the TZ, diverse and abundant photosynthetic picoeukaryotes and picocyanobacteria are major contributors [25–27]. Picocyanobacteria of the genera *Synechococcus* and *Prochlorococcus* are major contributors to primary production due to their abundance throughout the world ocean, including the CCS [28–30]. Both genera consist of several phylogenetic clades and ecological types (ecotypes) that occupy different niches based on temperature, nutrient, and light availability [7,30–38]. Multiple clades of *Synechococcus* and *Prochlorococcus* have been observed across the CCS from coastal to transition zones including novel clades or those that lack close reference genomes [39,40]. Generally, *Prochlorococcus* genomes are smaller and more GC-rich, and thus require less N compared to *Synechococcus* [34,41–44]. Under N limitation, some *Prochlorococcus* conserve N by using alternative transcription start sites to produce shorter proteins [45], whereas some *Synechococcus* make N available by degrading photosynthetic pigments [46]. The two genera vary in their abilities to utilize different N species. For example, while nearly all *Synechococcus* strains can assimilate NO_3_^-^ and NO_2_^-^, only some *Prochlorococcus* strains can [34,47]. Moreover, intrastrain variations in environmental sensing and nutrient assimilation capabilities have been observed [47–49] which makes it challenging to infer functional diversity from 16S rRNA gene sequences alone.

Deep sequencing approaches have become widely used in marine meta-omics and are effective for studying abundant community members, genes, and transcripts [50–54]. Alternatively, high-resolution microarrays have advantages for detecting rare community members and for differentiating among closely related strains [55–57]. The MicroTOOLs microarray targets functional genes in abundant and rare members of oligotrophic and coastal surface marine microbial communities, including picocyanobacteria (*Prochlorococcus* and *Synechococcus*), N_2_-fixing cyanobacteria, photosynthetic eukaryotic phytoplankton, as well as a small number of viruses [55]. Probes on the array can distinguish among closely related strains known from culture and environmental samples [55], and thus can elucidate the physiological state of individual microbial populations within a complex community [56].

In August 2014, we conducted experiments to determine the effects of different N substrates on phytoplankton communities at two stations, one in the North Pacific Ocean and one in the transition zone of the California Current (Stn. TZ), originally described in Shilova et al. [10]. Surface water samples were incubated with NO_3_^-^, ammonium (NH_4_^+^), urea, or filtered deep water (FDW) for 48 hours (T48). Two treatments had added Fe^3+^, either alone (“Fe”) or with a mix of N substrates (“N+Fe”), to determine the effects of Fe on the utilization of N substrates. After 48 hours, all treatments resulted in changes in phytoplankton cell abundances and photosynthetic activity at both locations, with differences between phytoplankton groups. *Prochlorococcus* had large increases in biomass in response to NH_4_^+^ and urea, while both eukaryotic phytoplankton and *Synechococcus* had highest biomass increases in response to FDW, and to N+Fe for *Synechococcus*. Moreover, distinct physiological responses were observed within sub-populations of *Prochlorococcus* and *Synechococcus*. In order to better understand the variable responses to N substrates among phytoplankton groups and sub-populations in the CCS transition zone, the present work used the MicroTOOLs microarray to examine transcriptomic changes that occurred 24 hours (T24) after the substrates were added. We hypothesized that transcript level changes at T24 would indicate which phytoplankton taxa were N-limited, and thus help explain changes in cell abundances for individual phytoplankton groups observed at T48. Furthermore, we hypothesized that the diversity in physiological responses within *Prochlorococcus* and *Synechococcus* would be evident in the transcriptomic responses measured at sub-population resolution.

## Materials and methods

### Experiment set up and processing

The experiment was conducted during the Nitrogen Effects on Marine MicroOrganisms cruise (NEMO; R/V New Horizon NH1417) between August 23–26, 2014 using surface seawater from Station 38 (33.502 °N, 129.37 °W) in the transition zone of the CCS, as originally described in Shilova et al. [10]. Briefly, 25 m water was collected using a towed swim fish and then gently pumped through 80 μm Nitex mesh to exclude large predators into a 40 L carboy, which allowed mixing of seawater before being distributed into 4 L polycarbonate bottles (Thermo Scientific^™^ Nalgene^™^, ThermoFisher Scientific, Waltham, MA, USA). Preparation of nutrient solutions and bottles and sampling of incubations were carried out under strict trace-metal clean conditions in a trace-metal clean laboratory van. All bottles were acid-washed and rinsed thoroughly with seawater at the site of the experiment. Triplicate bottles were treated with NO_3_^-^, NH_4_^+^, urea, Fe^3+^, Fe^3+^ with a mix of the three N substrates (“N+Fe”), or filtered 600 m water (filtered deep water; FDW). N substrates were added for a final concentration of 5 μM, while Fe was added for a final concentration of 2 nM. Deep water was collected from the same station where surface seawater was collected for the incubations (Station 38) at 15:30 on August 23, 2014 and filtered through Sterivex^™^ filters (Millipore, Billerica, MA, USA). Incubations took place in seawater cooled on-deck incubators, with shading to attenuate light to 35% incident levels. The set-up of the experiment took place on August 24^th^ with T0 samples collected for RNA at 1:00 and T24 samples collected pre-dawn on August 25th between 3:30 and 5:45. RNA samples were gently filtered using a peristaltic pump in the dark in under 15 minutes per sample, immediately flash frozen in liquid nitrogen and stored at -80° C until extraction. For T0, 4 L of seawater were filtered onto Sterivex^™^ filters (Millipore). For T24, 2 L of seawater were filtered onto 0.2 μm Supor membrane filters (Pall Corp., Ann Arbor, MI, U.S.A).

### RNA extraction and processing

Total RNA was extracted from the samples using the Ambion^®^ RiboPure RNA purification kit (ThermoFisher Scientific) with the addition of a bead-beating step during TRI Reagent extraction as described in Shilova et al. [55]. DNA was removed from the total RNA extracts in a solution using RNase-Free DNase Kit (Qiagen, Germantown, MD, USA), and RNA was purified again with RNA Clean & Concentrator^™^-25 (Zymo Research, Irvine, CA, USA) according to the manufacturers’ protocols. The RNA quality and quantity were evaluated using the Agilent BioAnalyzer RNA Nano Kit (Agilent, Santa Clara, CA, USA) and Qiagen Qubit. T0 and T24 RNA samples with an RNA Integrity Number greater than 9 were processed for microarray analyses. Three hundred ng of total RNA was used for synthesis of double-stranded cDNA using the TransPlex Whole Transcriptome Amplification 2 Kit (Sigma-Aldrich, St. Louis, MO, USA) following the manufacturer’s instructions. For amplification control, 0.5 μl of 1:100 dilution of the mRNA Ambion ERCC mix 1 (ThermoFisher Scientific) was spiked into each RNA sample prior to cDNA synthesis. Amplified transcriptome samples were purified with the GenElute PCR CleanUp Kit (Sigma Aldrich).

cDNA was labeled at the Roy J. Carver Center for Genomics (The University of Iowa, USA) using the Agilent SureTag DNA Labeling Kit (Cat# 5190–3400) following a protocol described in “Agilent Oligonucleotide ArrayBased CGH for Genomic DNA Analysis: Enzymatic Labeling for Blood, Cells, or Tissues (Version 7.3 March 2014)” (S1 File). Cy3-labeled cDNA was hybridized using a Gene Expression Hybridization Kit (Cat# 5188–5242) and following the protocol described in “One-Color Microarray-Based Gene Expression Analysis: Low Input Quick Amp Labeling (Version 6.7, September 2014)” (S1 File). Microarray platform GPL24371 Agilent-073391 MicroTOOLs_171K_oligo_v2.0 was used in this study. Microarrays were scanned at the Roy J. Carver Center for Genomics using an Agilent SureScan Microarray Scanner G2600D (Serial #: SG13134301) and the Agilent scanning protocol GE1_1200_Jun14 (Feature Extractor software version 11.5.1.1). The microarray data were submitted to The National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession GSE130464.

### Microarray analyses

Microarray analyses were done using the MicroTOOLs R package (https://www.jzehrlab.com/microtools) using the same approaches and parameters described in Robidart et al. [56] (robust multi-array averaging of probes and quantile normalization across samples), except that differentially expressed (DE) genes were identified based on a fold change significantly greater than 1.2 (Benjamini-Hochberg adjusted p-value <0.05; [58]). A total of 23 RNA samples were analyzed in this study, including three replicates for controls taken at T0 and T24 and three replicates for each treatment collected at T24, with the exception of the NH_4_^+^ treatment which had two replicates (the third NH_4_^+^ replicate did not pass microarray hybridization quality control and was excluded from the analysis). Multiple approaches were applied to examine responses at the phylogroup and individual strain levels and also due to variability among some treatment replicates (Table 1).

**Table 1:** Transcriptomic response analyses.

Analysis	Identifies	How applied	Ref.
NMDS	Metatranscriptome differences among samples (replicate consistency, treatments vs. controls).	Sample clusters compared within this study and to a NPSG study [56].	[59]
Single-gene DE	Individual genes that are significantly differentially expressed between two conditions.	FDW, NO_3_^-^, and urea treatments vs. controls at T24. Controls at T24 vs. at T0.	[60, 61]
EGSEA	Sets of genes that collectively are significantly differentially expressed between two conditions.	All treatments vs. controls at T24. Controls at T24 vs. at T0.	[62]
WGCNA	Modules of genes with highly correlated expression patterns across samples.	Gene expression profiles across T24 samples were correlated.	[63]

Transcription patterns were analyzed using three approaches. The single-gene DE analysis is the traditional approach for identifying differentially expressed genes. In the main text “DE” is used only for results from the single-gene analysis. NMDS—non-metric multidimensional scaling; DE—differentially expressed; EGSEA—Ensemble of Gene Set Enrichment Analyses; WGCNA—weighted correlation network analysis.

We used an Ensemble of Gene Set Enrichment Analyses (EGSEA; [62]) to identify sets of genes that collectively were significantly differentially expressed based on a consensus of twelve GSEA algorithms (Benjamini-Hochberg adjusted p-value < 0.01, unadjusted p-value calculated using Wilkinson’s method [64] to combine p-values from the GSEA algorithms). We defined each gene set to contain MicroTOOLs gene targets from a specific phylogroup and physiological response, e.g. genes from high-light (HL) adapted *Prochlorococcus* that typically increase during nitrogen limitation (Table 2). Each gene set was analyzed for differential expression in each treatment relative to controls at T24.

**Table 2:** Gene set definitions for EGSEA.

EGSEA gene set	Member genes
Fe stress	*fur*–ferric transcriptional regulator
	*isiA*–iron stress-induced chlorophyll-binding protein
	*isiP*–iron stress-induced protein
	*isiB*–flavodoxin
	*idiA*–iron (III) transporter
	*dpsA*–ferritin-like diiron-binding domain
N stress	*ntcA*—global N transcriptional regulator
	*urtA*—urea ABC transporter, substrate-binding protein
	*cynA*—cyanate ABC transporter, substrate-binding protein
	*amt*–ammonium transporter
	*glnA*—glutamine synthetase
	*ureA*—urease alpha subunit
	*nirA*–ferredoxin-nitrite reductase
	*nrtP*–nitrate transporter
P stress photosynthesis	*psiP*—phosphorus starvation inducible protein
	*pstS*—high-affinity phosphate-binding protein of phosphate ABC transporter
	*phoH*—phosphate stress inducible protein
	*mfs*—major facilitator superfamily transporter responding to P starvation in *Prochlorococcus* [65]
	*phoB*—Pho regulon transcriptional regulator
	*pstA*—permease protein of high-affinity phosphate transporter
	*pstB*—ATP-binding protein of high-affinity phosphate transporter
	*pstC*—permease protein of high-affinity phosphate transporter
	*psaB*—photosystem I P700 chlorophyll a apoprotein A10
	*psbA*— photosystem II PsbA protein (D1)
	*psbB*—photosystem II PsbB protein (CP47)
	*psaA*—photosystem I P700 chlorophyll a apoprotein A1
RuBisCO	*rbcL*—ribulose bisphosphate carboxylase large chain
light stress	*phrB*—DNA photolyase
	*nudix*—nudix hydrolase
	*pmm1359*—conserved light-responsive protein, identified in *Prochlorococcus* MED4

The EGSEA analysis identified collectively significant changes from the genes in each set. When EGSEA was applied to a phylogroup, all of the genes in each set had MicroTOOLs targets from multiple strains. When EGSEA was applied to a specific strain, all available genes for the strain were included. Some strains lacked targets for some genes, but usually each strain had multiple targets for every gene listed. Note that each stress gene set has member genes that all increase or decrease together when the stress changes.

The same volume of seawater was processed for metatranscriptomic analysis of each T24 sample, and neither the cell abundances for major phylogroups nor the microbial community composition, as measured with the 16S rRNA gene V4 sequencing, changed significantly by T24 [10]. Thus, the transcriptomic changes we report are not artifacts of community composition differences among treatments. However, the same amount of cDNA was hybridized to each microarray, therefore transcript level increases from one phylogroup could result in transcript level decreases for other phylogroups. We found that this artifact was too small to account for differentially expressed gene sets [described in S1 File and S1 Fig]. For each gene set *g* from phylogroup *p* analyzed for differential expression, the average fold change of member genes (*a*_*g*,*p*,*t*_) in treatment *t* vs. the control at T24 was compared to the average fold change in total transcripts from the phylogroup across replicates of the treatment (*a*_*tot*,*p*,*t*_ shown in S1 Fig for each phylogroup and treatment). Only differentially expressed gene sets with *a*_*g*,*p*,*t*_ / *a*_*tot*,*p*,*t*_ > 1 if an increase or *a*_*g*,*p*,*t*_ / *a*_*tot*,*p*,*t*_ < 1 if a decrease were further analyzed. Finally, we used weighted correlation network analysis (WGCNA; [63]) to identify genes with highly correlated expression patterns across all 20 of the T24 samples, mainly for genes that had strong patterns across taxa (e.g. *urtA*). Strains were considered to be present in a sample based on the detection of at least five of their target genes in that sample, or at least half of their targets if they had fewer than five targets (mainly photosynthetic eukaryotes).

## Results and discussion

### Transcripts were detected from oligotrophic and coastal microbial taxa

The surface microbial community at Stn. TZ 24 h after N addition was diverse and transcriptionally active. A total of 9760 genes had detectable transcripts in one or more of the 23 total samples (Materials and methods). 

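RNA from 23 seawater samples was measured on 23 MicroTOOLs arrays, 1-colour Agilent arrays whose probes target genes of marine microorganisms. There were 3 T0 controls, 3 controls at T24, 2 NH_4_+ samples, and 3 samples each of urea, NO_3_-, FDW (filtered deep water), Fe and N+Fe, all from separate bottles after 24 h. The paper left out the third NH_4_+ replicate because its hybridization failed quality control. For N+Fe, the paper names a mix of NO_3_-, NH_4_+ and urea, whereas the submitters' labels name nitrate. T0 samples were 4 L on Sterivex filters and T24 samples 2 L on Supor filters, so that filter and volume cannot be told apart from time. The authors added ERCC spike-in RNA to equal amounts of total RNA before amplification, and made a table of log2 transcript levels for 19525 gene targets by robust multi-array averaging and quantile normalization. Most targets (17903) have 8 spots on each array. Between 91.2% and 97.0% of the target spots of an array were well above background and 0 spots were saturated. The raw log2 median signal was lowest for NO_3_-, 7.80 ± 0.53 (SD, n = 3), and highest for N+Fe, 8.92 ± 0.09 (SD, n = 3). The deposited log2 levels were fitted here with limma, with 1 mean per group, and each treatment was compared with the same 3 controls at T24. A target passed the test at a fold change above 1.2 with a Benjamini-Hochberg adjusted p under 0.05. Gene and strain names come from the first rows of S1 Table, 7.77% of its 9760, which hold PE and heterotrophic bacteria but no *Prochlorococcus* or *Synechococcus*, and no gene set test was run on them. Replicates are numbered here in the order of the submitters' array numbers and are not paired. The arrays lay on 6 slides of 4, and treatments shared few slides. The 3 NO_3_- arrays lay on a slide with 1 NH_4_+ array, and 2 of the controls at T24 on a slide with the other NH_4_+ array, so a comparison of NO_3_- with the controls within slides runs through these 2 NH_4_+ arrays. When arrays were scaled on the spike-ins, the median log2 change of all targets from T0 to T24 in controls was 1.19. Against the controls at T24 it was then -0.31 for urea, -0.51 for NO_3_-, 0.06 for NH_4_+, -0.19 for FDW, 0.42 for Fe and 0.79 for N+Fe.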

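The signal of nearly all gene targets on the array was above background. This does not show that each target's own transcript was present. The 84 named targets of organisms not expected in sunlit oxic seawater also had a median log2 level of 9.95 at T0. As S1 Table lists genes that the paper detected, this level does not stand for all such targets on the array. With the rule set before the data were examined, that at least 50% of a target's spots be well above background, 19469 targets were detected on 1 or more of the 23 arrays and 18890 on all 23. Single arrays detected between 19007 and 19430 targets. When every spot of a target had to be well above background, 17821 targets were detected on at least 1 array and 13431 on all. A signal above 2 times that of the negative control spots gave 19502 targets. The lowest maximum over the arrays among the named targets of S1 Table was a log2 level of 8.77, and 10446 targets reached that level on at least 1 array. This last limit, called the brightness limit here, was chosen after the levels were seen.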

Based on detected genes, samples had on average 575±24 distinct strains of the 924 included on the MicroTOOLs array. All taxa identified in control samples at T0 were also detected at T24 and represented major phylogroups found in the open ocean and coastal/transitional environments: picocyanobacteria (*Prochlorococcus* and *Synechococcus*), alpha-, gamma- and beta-proteobacteria, and eukaryotic phytoplankton including stramenopiles (e.g. diatoms) and haptophytes (Table 3).

**Table 3:** Detected strains.

Phylogroup	Strains detected in ≥ 1 sample	Strains detected in ≥ 20 samples	Total strains represented in MicroTOOLs
stramenopiles	147	132	157
alpha proteobacteria	95	70	115
*Synechococcus*	57	48	66
gamma proteobacteria	49	37	81
*Prochlorococcus*	43	27	48
beta proteobacteria	30	21	41
N_2_-fixing cyanobacteria	30	15	35
haptophytes	20	20	20
Euryarchaeota	17	12	36
dinoflagellates	8	6	9
other	188	129	316
Total (percentage of total in MicroTOOLs)	684 (74%)	517 (56%)	924

Many of the strains represented on the microarray were detected repeatedly across the 23 samples. For example, of 48 distinct *Prochlorococcus* strains represented on MicroTOOLs, 43 were detected in at least one sample and 27 were detected in at least 20 samples. Strains are categorized into major phylogenetic groups.

Some of the highest transcript relative abundances, hereafter referred to as “transcript levels,” were detected from the dominant picocyanobacteria that Shilova et al. [10] identified using 16S rRNA gene V4 sequencing and oligotyping analysis, including high-light adapted (HL) *Prochlorococcus* strains MED4 and MIT9515 (Table 4, S1 Table). However, other strains detected in the present study were rare or not observed by Shilova et al. [10], and had even higher transcript levels than some of the “dominant” strains from the same ecotype. For example, HL *Prochlorococcus* strain MIT9301 comprised just 0.33% of the total *Prochlorococcus* 16S rRNA gene sequences, but in 18 of the 23 samples it had a higher total transcript intensity (normalized to detected genes) than MIT9515.

**Table 4:** Detected picocyanobacteria.

Genus	Strain	Clade	Clade environment	16S-rRNA rel. abund.^†^ (%)	Transcript rel. abund. range	MicroTOOLs gene targets detected and (%)
*Prochlorococcus*	MED4	HLI	open ocean, temperate lat. [33]	79.9	9.1–10.3	283 (65)
	MIT9515	HLI	open ocean, temperate lat. [33]	12.1	9.1–10.1	200 (67)
	MIT9301	HLII	open ocean, subtropical and tropical lat. [33]	0.3	9.9–10.4	368 (57)
	NATL1A	LLI	open ocean, deep euphotic zone [32]	1.6	8.3–9.0	47 (67)
	MIT9313	LLIV	open ocean, deep euphotic zone [32,66]	-	14.9–16.1	38 (79)
*Synechococcus*	CC9605	II	open ocean and coastal, tropical and sub-tropical lat. [33,38]	50.2	8.0–8.7	147 (85)
	CC9902	IV	coastal, high lat., cold [38]	39.9	6.7–7.0	139 (77)
	CC9311	I	coastal, high lat., cold [33,38]	-	6.8–7.2	177 (79)
	JA-2-3b’a(2–13)	none	hot spring [67]	-	21.8–28.3	7 (88)
	RS9917	VIII	coastal, hypersaline [68]	-	9.0–9.8	180 (91)
	WH7805	VI	coastal / transitional [33]	-	9.7–10.7	124 (78)
	WH5701	5.2	estuary [29]	-	13.2–14.6	377 (94)
	WH8102	III	open ocean, low-nutrient [33,38]	-	7.6–8.3	397 (87)

*Prochlorococcus* clades are adapted to high-light (HL) or low-light (LL).

^†^: relative abundances based on 16S rRNA gene V4 sequencing in [10]

-: the strain was not detected by 16S rRNA gene V4 sequencing in [10]

In the T0 controls, some picocyanobacteria that were not detected by 16S rRNA gene sequencing had higher transcript levels than dominant strains. The 16S rRNA gene copy relative abundances are percentages for each strain relative to all 16S rRNA gene copies detected for the genus as identified earlier [10]. Transcript relative abundance range is the strain’s proportion of total detected transcripts, divided by the strain’s total target genes on MicroTOOLs, scaled to 1E5. The Clade environment column characterizes the ocean region and latitude where the clade is often present. For each strain, the last column indicates the number of detected target genes in T0 controls and the percentage relative to MicroTOOLs target genes for the strain in parentheses.

Similar to *Prochlorococcus*, we detected transcripts from two dominant *Synechococcus* strains previously identified at Stn. TZ using 16S rRNA gene sequencing [10], CC9605 (clade II) and CC9902 (clade IV), as well as other clades; however, transcripts from CC9902 were rare (Table 4, S1 Table). Given the rarity of *Synechococcus* at Stn. TZ (relative abundance ~0.8% based on 16S rRNA gene abundances, or 3.9±0.7 × 10^3^ cells mL^-1^; [10]), the diversity of detected *Synechococcus* strains demonstrated the sensitivity of MicroTOOLs for studying rare but transcriptionally active community members.

Photosynthetic eukaryotes (PE), including stramenopiles (mainly bacillarophytes [diatoms]), haptophytes, and other groups (e.g. ochrophytes, chlororphytes, and cryptophytes) are almost exclusively represented on MicroTOOLs by *rbcL* genes (353 targets total) which encode the large subunit of RuBisCO. 

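PE *rbcL* targets detect transcripts of the large subunit of RuBisCO, the enzyme that fixes CO_2_. In the authors' normalized values their median level was lower in the controls at T24 than at T0, but this depended on the setting. Over the 179 PE *rbcL* targets among the named rows, the median log2 level was 12.41 ± 0.31 (SD, n = 3) at T0 and 11.39 ± 0.63 (SD, n = 3) in the controls at T24. The 52 haptophyte targets had a median of 12.71 ± 0.27 at T0 and 11.64 ± 0.74 at T24, and the 121 stramenopile targets 12.34 ± 0.28 and 11.35 ± 0.61 (SD, n = 3 each). The target of the chrysophyte *Ochromonas vasocystis* (G0215002639) fell by 1.60 on the log2 scale (standard error 0.48, adjusted p = 0.0497 from limma) and was the only one of the 179 to pass the test. It did not pass when the p-values were adjusted over the list alone, with slide as a fixed block, or without any 1 of the T0 controls, control replicate 1 or control replicate 3. Of the 179, 0 passed with slide as a random block or with the spike-in share of the arrays as a covariate, 16 with only the 2 groups or without the fold threshold, 24 with 75th percentile scaling and 58 with array weights. In settings chosen after the results were seen, 76 passed with only the 5 groups of the paper's single-gene analysis, and 108 with array weights and the brightness limit. The median log2 change of the PE *rbcL* targets was -0.91 and 0 were positive, but with spike-in scaling the median was -0.01 and with that covariate it turned to 0.63. Spike-in scaling gave all targets a median of 1.19, so it raised PE *rbcL* along with the rest. The covariate, log2 spike-in level minus log2 median signal, was 2.94 ± 0.50 at T0 and 1.61 ± 0.55 in the controls at T24 (SD, n = 3 each). It therefore cannot be told apart from time. At T24 every control lay below every T0 control for 85 targets. Chance gives 10% per target for both directions together, but the targets share the same arrays, so this count is not a test. Within the slide that held the 3 T0 controls and 1 control at T24, the difference between the array medians was -1.08.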

Transcripts were detected for 296 PE *rbcL* targets, from all represented PE phylogroups. Transcripts from other organisms were also detected including the heterotrophic bacteria *Pelagibacter* SAR11 (primarily *Pelagibacter ubique* spp.), HTCC7211, HTCC1062, HTCC1002, and also from viruses (cyanophages) (Table 3; S1 File; S1 Table).

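Of the named targets, 112 belong to SAR11, the heterotrophic alphaproteobacteria that include *Pelagibacter*. They target *bop*, which encodes the light-driven proton pump proteorhodopsin (55 targets), *dmdA* for demethylation of dimethylsulfoniopropionate (23 targets), *pstS* for phosphate binding (18 targets) and *idiA* for iron binding (16 targets). The *bop* targets comprise 17 of HTCC7211, 4 of HTCC1002, 2 of HTCC1062, 31 of HIMB5 and 1 of *Pelagibacter ubique* without a strain name. Their median log2 level was 9.61 ± 0.07 (SD, n = 3) at T0 and 9.87 ± 0.15 (SD, n = 3) in the controls at T24, and for HTCC7211 alone it was 9.97 ± 0.12 and 10.48 ± 0.28. The *dmdA* targets had medians of 8.73 ± 0.18 and 8.98 ± 0.17, and the *idiA* targets 9.28 ± 0.04 and 9.15 ± 0.06 (SD, n = 3 each). The median log2 change from T0 to T24 was 0.13 for *bop*, 0.46 for *bop* of HTCC7211 and 0.19 for *dmdA*, which turned to -0.09, -0.04 and -0.07 with the spike-in share of the arrays as a covariate.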

Altogether, we observed numerous strains of PE, *Prochlorococcus* (43 types), and *Synechococcus* (57 types), based on transcripts detected from multiple gene targets for the picocyanobacteria (Materials and methods). The numbers of *Prochlorococcus* and *Synechococcus* strains were higher than reported by Shilova et al. [10] using 16S rRNA gene oligotyping (11 *Prochlorococcus* and 31 *Synechococcus*). The complex ensemble of detected open ocean and coastal strains of phytoplankton may reflect mesoscale processes in the CCS, such as the circulation of baroclinic jets and eddies [23], as well as late summer physical forces that mix open ocean and transition zone waters [69]. However, the stability of and dynamics within such mixed communities are unknown. Physiologically, they respond differently to nutrients than open ocean communities [10]. The results that follow examine transcriptional changes that underly the physiological responses of this mixed phytoplankton community to nutrient availability.

### Nutrient additions resulted in distinct transcription patterns

The transcription pattern for each sample, its metatranscriptome, was defined by the transcript relative abundances for the 9760 total detected genes. Metatranscriptomic changes that occurred within 24 hours of nutrient additions (Fig 1 and S2 Fig) helped explain longer-term physiological changes observed at T48 by Shilova et al. [10]. For example, the urea and NH_4_^+^ treatments at T24 clustered further from the T0 controls than most other treatments (median pairwise Euclidean distances to T0 controls were 50.6 and 54.3 for the urea and NH_4_^+^ treatments, respectively, versus 42.5 and 47.1 for the NO_3_^-^ and the FDW treatments, respectively, S2 Table) and resulted in the largest increases by T48 in Chl *a* concentrations, primary productivity rates, and cell densities of the most abundant group of phytoplankton, *Prochlorococcus* (>2-fold) [10]. In comparison to the urea and NH_4_^+^ treatments, the NO_3_^-^ and FDW treatments resulted in metatranscriptomes that were more similar to the T0 controls (Fig 1) and by T48 had smaller (but significant) increases in Chl *a* concentrations, primary productivity rates, and *Prochlorococcus* cell densities [10]. 

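All groups at T24 were distant from the T0 controls, and by group median the NO_3_- and FDW metatranscriptomes were the nearest. Over the 19469 detected targets, the median pairwise Euclidean distance of log2 levels to the T0 controls was 58.1 for NO_3_-, 61.0 for FDW, 64.6 for urea, 66.0 for Fe, 71.0 for NH_4_+, 74.3 for N+Fe and 87.3 for the controls at T24. The replicates of several groups spread more widely than these medians differ. Averaged over the median distances of single arrays, the distance was 59.2 ± 7.49 (SD, n = 3) for NO_3_-, 62.6 ± 3.92 (SD, n = 3) for FDW, 67.6 ± 5.96 (SD, n = 3) for urea and 74.2 ± 17.6 (SD, n = 2) for NH_4_+. NH_4_+ replicate 2 had a median distance of 61.7 and NH_4_+ replicate 1 one of 86.6, so the place of NH_4_+ rests on 1 of its 2 arrays. No test was made of these distances. Over only the 10446 brightest targets, the medians were 43.4 for NO_3_-, 48.0 for FDW, 50.3 for Fe, 51.5 for urea, 55.3 for NH_4_+, 60.1 for N+Fe and 69.5 for the controls at T24, a limit chosen after the levels were seen.

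**Figure D1:**
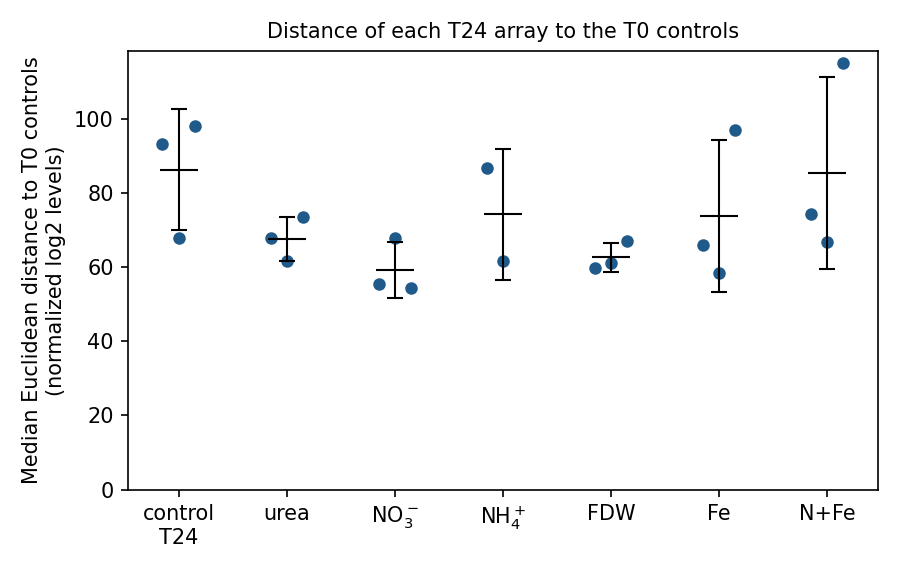
Median Euclidean distance of each array at T24 to the 3 T0 controls (vertical axis, units of log2 level over 19469 targets) for each group at T24 (horizontal axis). Points are arrays and bars are the mean ± SD of a group. By group median NO_3_- and FDW lie nearest, though every other group has an array nearer than NO_3_- replicate 2, and N+Fe replicate 3 at 115.0 and Fe replicate 3 at 96.8 lie above the other arrays of their groups.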

Unlike *Prochlorococcus*, *Synechococcus* and PE cell densities did not strikingly increase in the urea and NH_4_^+^ treatments in comparison to the NO_3_^-^ and FDW treatments [10].

**Fig 1:**
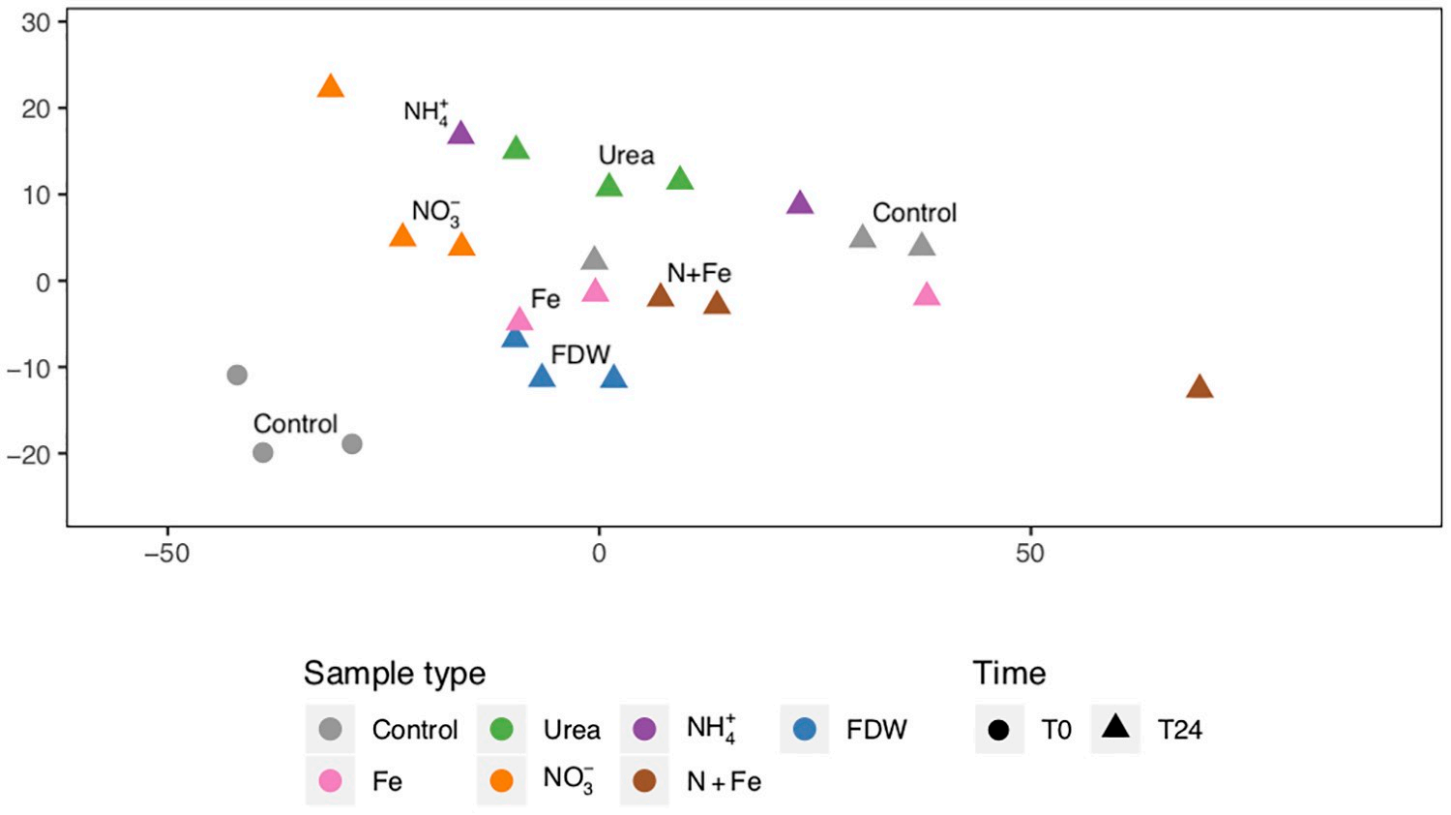
NMDS of the metatranscriptomes. Non-metric multidimensional scaling (NMDS) was used to analyze the log_2_ transcript levels of the 9760 total detected genes in the 23 samples. Euclidean distances between samples were analyzed. Stress was 0.06.

The MicroTOOLs design includes far more probes that target *Prochlorococcus* and *Synechococcus* than PE and heterotrophic bacteria. Thus, the similarity of NO_3_^-^ and FDW metatranscriptomes to T0 metatranscriptomes, together with the significant increases in Chl *a* concentrations and primary productivity rates, suggest that other bacteria and eukaryotes had advantages over *Prochlorococcus* for responding to higher concentrations of NO_3_^-^ and other nutrients in FDW [70,71]. Furthermore, the responses to FDW were similar to those in another NPSG study that used MicroTOOLs (see NMDS in [56]; *in situ* samples in that study are analogous to controls at T0 here). Both studies have captured metatranscriptomic changes from surface microbial communities responding to influxes of nutrients, such as those expected as a result of anticyclonic eddies.

Fe was likely not a limiting nutrient for the microbial community. Metatranscriptomes from treatments with Fe or N+Fe were more similar to controls at T24 and also more variable compared to treatments with only N substrates (except for NH_4_^+^; Fig 1). This suggests that the community, as measured with the microarray, responded more to N than to Fe additions. Consequently, cell abundances were not significantly higher in N+Fe treatments compared to NO_3_^-^ alone [10].

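Of all treatments, NH_4_+ and N+Fe lay nearest to the controls at T24 and NO_3_- farthest. The median pairwise distance to these controls was 41.4 for NH_4_+, 45.8 for N+Fe, 49.5 for urea, 54.0 for Fe, 62.6 for FDW and 71.6 for NO_3_-, against 47.7 among the 3 controls themselves. Without NH_4_+ replicate 1 the NH_4_+ distance was 69.7, and without control replicate 3 the FDW distance was 50.0. Among the arrays of 1 treatment, the median distance was 68.5 for N+Fe (24.2 to 71.6), 59.7 for Fe (39.9 to 66.8) and 55.4 for the 2 NH_4_+ arrays. It was smaller for the other treatments, with 40.2 for NO_3_-, 32.6 for urea and 31.8 for FDW. With 2 or 3 arrays per treatment, no test of the spread was made.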

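In the fit of all 8 groups without array weights, few or no single gene targets passed the test in any treatment. Other settings gave far larger counts for some treatments. In the urea treatment 18 of the 19469 targets rose, led by G0215009092 with a log2 change of 1.96 (standard error 0.31, adjusted p = 0.0271 from limma), and 0 fell. These depend on the setting: of the 18, 0 passed with slide as a random block or with spike-in scaling, 2 with 75th percentile scaling, 8 with normexp, and 0 when any 1 of the 3 controls or 3 urea arrays was left out, and no urea array shared a slide with a control. The NO_3_- treatment had 1 target, G02150018673, that rose by a log2 change of 1.13 (standard error 0.12, adjusted p = 0.00818 from limma). It did not pass with slide as a fixed block, with only the 2 groups, with spike-in or 75th percentile scaling, or without NO_3_- replicate 3 or control replicate 3, and it lies below the brightness limit set by the named targets. None of these lies among the named rows, so their genes are not given here. In the NH_4_+, FDW, Fe and N+Fe treatments limma called 0 targets. Targets with an unadjusted p under 0.05 numbered 2809 for NO_3_-, 1152 for FDW, 744 for urea, 248 for NH_4_+, 69 for N+Fe and 62 for Fe. The counts depend on how noisy arrays are treated: with array weights limma called 2700 targets in NO_3_-, 341 in FDW and 50 in urea, and 0 in NH_4_+, Fe and N+Fe. With these weights, though, a split that mixed the NO_3_- and control arrays called 2837. That split still set most controls against most NO_3_- arrays, so its count is not one from arrays without a treatment difference. Without the fold threshold limma called 4314 in NO_3_-, 1989 in FDW, 321 in urea, 2 in N+Fe and 0 in NH_4_+ and Fe. When both arrays that stand apart, N+Fe replicate 3 and Fe replicate 3, were left out, 1225 targets passed in NO_3_-. With only the 5 groups of the paper's single-gene analysis, 1703 passed in NO_3_-. With these groups and array weights, 3199 passed in NO_3_-, 1673 in FDW and 92 in urea, and with the brightness limit as well 2593, 1572 and 614. These last 4 settings were chosen after the results were seen. From the likeness of the Fe and N+Fe metatranscriptomes to the controls, the paper proposes that the community responded more to N than to Fe.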

In a separate NMDS analysis, the metatranscriptomes from this CCS study clustered more tightly than metatranscriptomes from a NPSG study that investigated the effects of deep water mixing on the surface microbial community ([56]; S3 Fig, mean within-study Euclidean distances, before NMDS, were 45.5 for CCS versus 139.6 for NPSG). This suggests that the CCS surface community metatranscriptomes were less perturbed over a 24 h period by the addition of nutrients than were the NPSG metatranscriptomes by the addition of deep water (S1 File). The small relative abundance changes and lack of changes in photosynthetic efficiency by T24 in the CCS samples relative to NPSG samples from the same study [10] support this conclusion.

### *Prochlorococcus* had similar responses to NH_4_^+^ and urea

*Prochlorococcus* showed signs of alleviation of N stress 24 h after the NH_4_^+^ or urea addition as evidenced by transcript decreases for N stress associated genes and increases for photosynthesis (PS) and carbon fixation genes (*rbcL*; Figs 2A, 3A, 4A, 4B, 5A and 5B). The Ensemble of Gene Set Enrichment Analyses (EGSEA) showed that N stress gene transcripts decreased for HL *Prochlorococcus* strains overall (Fig 2A), as well as for the dominant strains MED4 and MIT9515 (S1 Table). Although N stress genes across LL strains did not change significantly in the NH_4_^+^ or urea treatments, their carbon fixation genes were up-regulated in both treatments. PS genes were up-regulated in the NH_4_^+^ treatment across the low-light adapted (LL) *Prochlorococcus* strains (Fig 2A) and for multiple LL strains in the urea treatment (NATL2A, MIT9211, CCMP1375; S1 Table).

**Fig 2:**
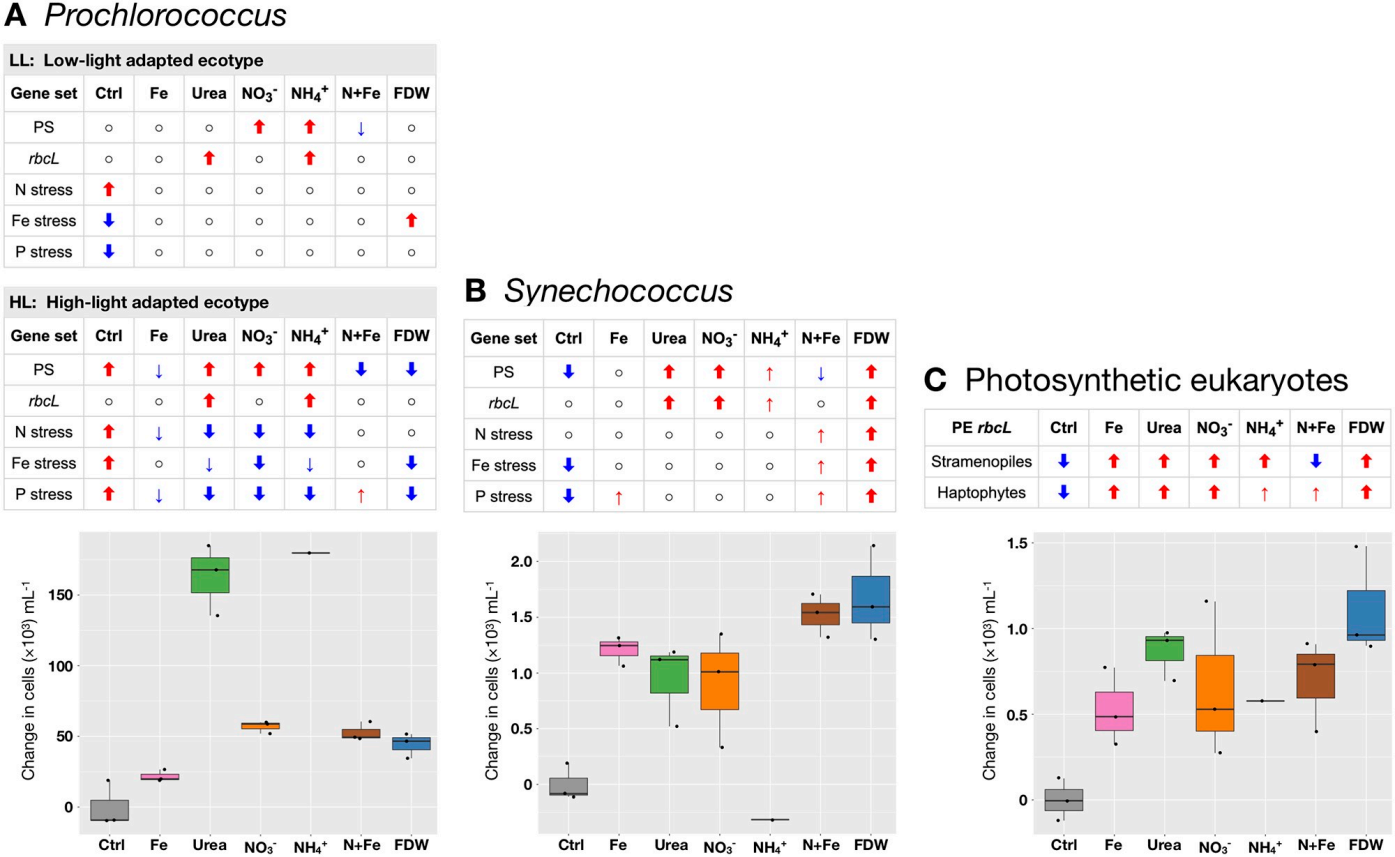
Differentially expressed gene sets (T24) and cell abundance changes (T48). For major phylogroups *Prochlorococcus* (A), *Synechococcus* (B), and photosynthetic eukaryotes (C), significantly differentially expressed gene sets (EGSEA) at T24 are shown with corresponding cell abundance changes by T48 (relative to controls at T48; [10]) for each treatment. In the EGSEA results, red and blue arrows indicate significant (p < 0.01) increases and decreases, respectively, for the indicated gene sets (Materials and methods, Table 2). Thick arrows additionally mean that the average fold change for genes in the set was >1.2×. Cell abundance changes for *Prochlorococcus* are for HL and LL ecotypes combined. ◦: change was not significant.

**Fig 3:**
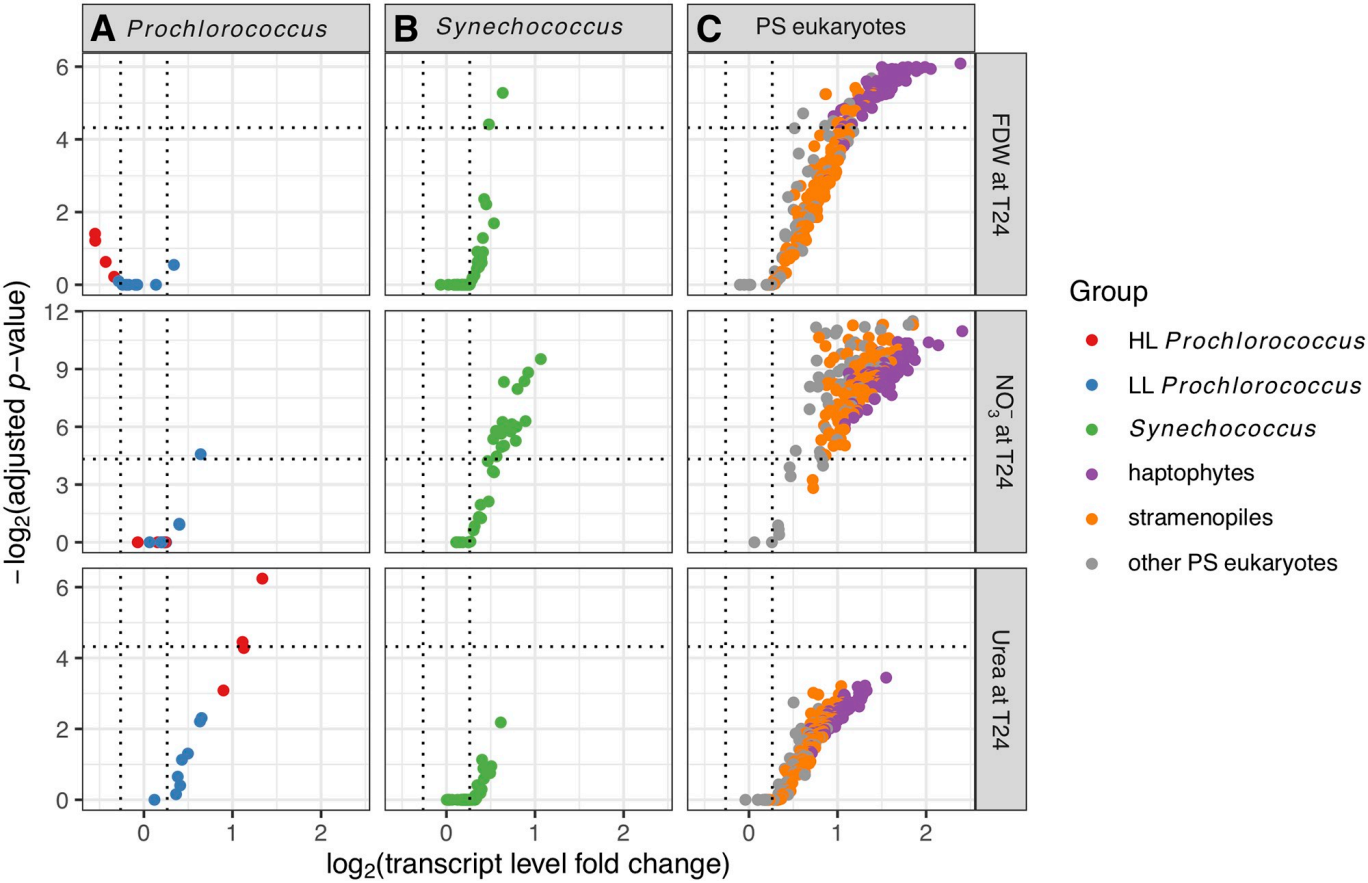
Phytoplankton *rbcL* gene responses. Transcript level changes for *rbcL* genes for HL and LL *Prochlorococcus* (A), *Synechococcus* (B), and photosynthetic eukaryotes (C) in the FDW, NO_3_^-^, and urea treatments. In these treatments, the single-gene differential expression (DE) analysis (Materials and methods) identified genes that changed significantly in comparison to controls at T24. DE genes are above the horizontal dotted lines and have significant fold changes >1.2×, indicated by the vertical dotted lines. Note that *y* axes differ across treatments.

**Fig 4:**
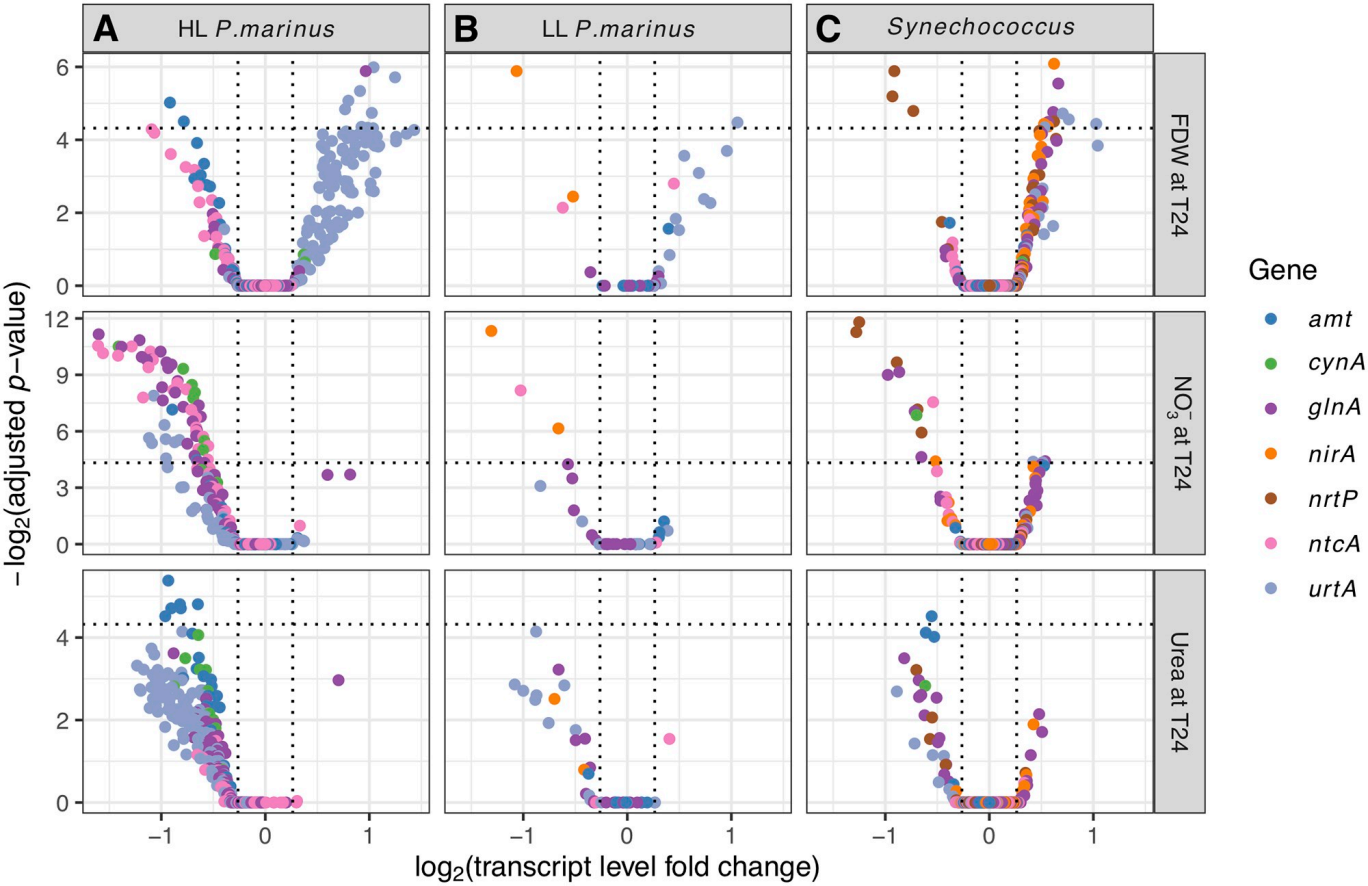
Picocyanobacteria N stress gene responses. Responses from N stress genes for HL (A) and LL *Prochlorococcus* (B), and *Synechococcus* (C) in the FDW, NO_3_^-^, and urea treatments. These genes are generally up- or down-regulated depending on whether the cell is N-limited or replete. Conventions are as in Fig 3.

**Fig 5:**
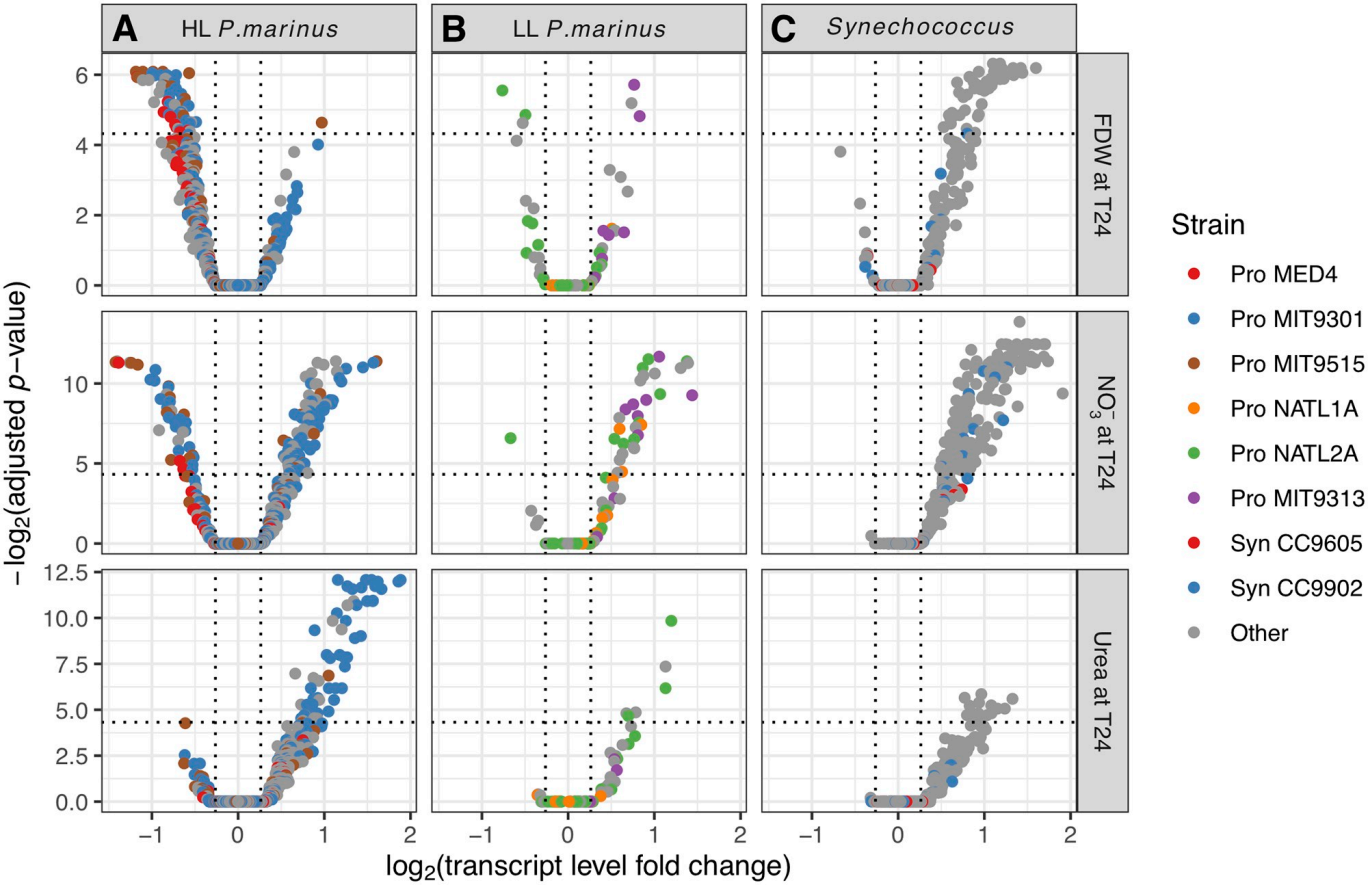
Picocyanobacteria PS gene responses. Responses from photosynthesis genes for HL (A) and LL *Prochlorococcus* (B), and *Synechococcus* (C) in the FDW, NO_3_^-^, and urea treatments. Conventions are as in Fig 3.

When cyanobacteria experience low NH_4_^+^ conditions, the global nitrogen transcriptional regulator NtcA responds to high intracellular C-N ratios by activating transcription of genes associated with N acquisition and/or N stress, including *ntcA* itself [72–75]. Although we did not observe significantly differentially expressed (DE) *ntcA* from *Prochlorococcus* in the NH_4_^+^ or urea treatments, transcripts from most N transport and metabolism genes decreased (non-DE) in the urea treatments (Fig 4A and 4B). These genes included the ammonium transporter *amt*, carbamoyl-phosphate synthase *carA*, and glutamine synthetase *glnA*. Moreover, EGSEA indicated that collectively all of these N transport and metabolism genes (Materials and methods Table 2) had significant decreases for HL *Prochlorococcus* in both treatments, as described above (Fig 2A).

Analysis of relative transcript levels for *rbcL* versus *ntcA* indicated that treatments with NH_4_^+^ or urea substrates provided enough N to shift the internal C-N balance in *Prochlorococcus* MED4 within 24 hours (S1 File, S4 Fig). The up-regulation of PS and *rbcL* genes and down-regulation of N stress genes in response to urea or NH_4_^+^ are consistent with the highest increases of *Prochlorococcus* cell abundances observed in these treatments at T48 [10] (Fig 2A) and further support the ability of natural populations of *Prochlorococcus* to assimilate either substrate [12,43,76].

### Responses to nitrate varied within coexisting *Prochlorococcus* populations

Nitrate assimilation by both HL and LL ecotypes of *Prochlorococcus* is more widespread than was originally believed based on cultured strains [11,12,77,78]. At Stn. TZ transcriptomic responses from PS and N-stress genes to added NO_3_^-^ indicated a mix of NO_3_^-^ assimilation capabilities among *Prochlorococcus*, even within closely related populations. In the NO_3_^-^ treatment, PS transcript levels decreased for the most abundant HL *Prochlorococcus*, similar to MED4 (Fig 5A; S1 Table), suggesting that it did not utilize NO_3_^-^ which is consistent with non-growth of MED4 on NO_3_^-^ in culture [78]. However, 8 of the 11 detected MED4-like *ntcA* genes had decreased transcript levels suggesting the presence of MED4-like subpopulations at Stn. TZ that utilized NO_3_^-^ or reduced N available from other cells utilizing NO_3_^-^ (Fig 4A; S1 Table). Subpopulations with different abilities to utilize NO_3_^-^ were also suspected for the second most abundant *Prochlorococcus* population, MIT9515-like, as well as for the rare *Prochlorococcus* MIT9301-like population, based on mixed PS responses within each strain (Fig 5A; S1 Table). The FDW treatment had a similar NO_3_^-^ concentration as the treatment with NO_3_^-^ alone and also resulted in diverse responses from *Prochlorococcus* PS and N-stress genes (Figs 4A, 4B, 5A and 5B; S1 Table).

Altogether, the results showed that specific *Prochlorococcus* subpopulations in the CCS were utilizing NO_3_^-^ and that utilization varied within closely related populations. A mixed population might explain why *Prochlorococcus* cell abundance increases by T48 were less (but significant) in the treatments that added NO_3_^-^ than in the treatments that added urea or NH_4_^+^ [10,43] (Fig 2A). It is also possible that the *Prochlorococcus* subpopulations that responded positively to NO_3_^-^ were either minor members of the *Prochlorococcus* community and/or growing more slowly on NO_3_^-^ than on reduced nitrogen sources [78]. Mixed populations of *Prochlorococcus* strains with regards to their NO_3_^-^ utilization capabilities have been observed at Pacific and Atlantic sampling sites [79] and specifically within MED4-like subpopulations in the CCS [80]. The high variability in NO_3_^-^ uptake rates was also reported recently among cells within phytoplankton groups including *Prochlorococcus* at both CCS and NPSG locations [12] suggesting that intra-population heterogeneity in NO_3_^-^ utilization is likely widespread.

### *Synechococcus* was N-limited but had dissimilar response patterns to *Prochlorococcus*

Transcriptomic changes indicated that *Synechococcus* likely assimilated the added N substrates. For each of the treatments with N substrates alone (urea, NO_3_^-^, or NH_4_^+^) or with FDW, transcript levels increased from *rbcL* and PS genes from *Synechococcus* strains collectively (Fig 2B), as well as from individual strains (Figs 3B and 5C; S1 Table). For example, both the abundant *Synechococcus* CC9605 and CC9902 and the rare CC9311 had increased transcript levels of *rbcL* (all DE) and PS genes (all DE except for CC9605) in the NO_3_^-^ treatment. These results were in line with the observed *Synechococcus* abundance increases by 48h in all treatments except for the NH_4_^+^ treatment (Fig 2B; [10]), and consistent with N assimilation by *Synechococcus* in culture studies [81–83].

In contrast to the strong up-regulation observed for *rbcL* and PS genes across *Synechococcus*, a mixed response was observed for N stress genes though mainly from non-dominant strains. In the NO_3_^-^ treatment, transcript levels decreased for one *ntcA* gene from strain BL107, and for the nitrate/nitrite permease (*nrtP*) gene from strains WH7805 and RCC307 (Fig 4C). In the urea treatment, *amt* transcript levels decreased for RS9917. However, the EGSEA analysis did not show a collective decrease for *Synechococcus* N stress genes in response to N substrates alone, unlike for HL *Prochlorococcus* (Fig 2A and 2B).

Despite the low abundance of *Synechococcus*, its *ntcA* transcript levels were on average 3× higher than those of (abundant) *Prochlorococcus* (0.45±0.02 vs. 0.16±0.01% of total transcripts from all taxa, respectively). The high *ntcA* transcript levels, low variability in *rbcL* to *ntcA* transcript levels (S1 File, S4 Fig), and lack of changes for N stress genes from *Synechococcus* in N treatments might be due to its different strategy for adapting to low reduced N environments in comparison to *Prochlorococcus*. Some *Synechococcus* strains, such as open ocean strain WH8103, maintain the ability to transport and utilize oxidized N forms even if NH_4_^+^ is present [83,84]. Moreover, *Synechococcus* WH7803 expresses *ntcA* at a low level in the presence of NH_4_^+^ [85]. Maintaining the ability to utilize oxidized N forms might be an energetically favorable strategy for *Synechococcus* in a high light and low reduced N environment such as the open ocean.

The lack of an overall response from *Synechococcus* N stress genes might also indicate that some strains were N and Fe co-limited as supported by physiological results [10]. For example, cell abundance increases for a strain of KORDI-100 were nearly twice as much in response to the N+Fe treatment (significant) compared to the Fe addition alone (not significant) [10]. In contrast, treatments with N+Fe and Fe alone resulted in similar cell abundance increases for dominant strains within CC9605 and CC9902 [10]. Transcriptional changes from Fe stress genes differed by strain (S5 Fig; S1 Table), suggesting strain-specific Fe requirements in *Synechococcus* and in line with our hypothesis of N and Fe co-limitation. For example, in response to FDW or NO_3_^-^, transcript levels from ferric transcriptional regulator *fur* genes decreased for CC9902 (DE for one *fur* target), suggesting reduced Fe stress, while *fur* transcript levels mainly increased for other strains (non-DE; S5 Fig; S1 Table). The differences in Fe requirements [34,86,87] may dictate which *Synechococcus* strains dominate CCS waters under Fe limitation [6,88]. Consistent with strain-specific Fe requirements, the collective responses from *Synechococcus* to Fe (alone or with N) was indistinct. In the Fe treatment, genes associated with Fe stress as a whole did not decrease, nor did *rbcL* or PS genes increase as was observed in treatments that added N alone, or FDW which produced the largest *Synechococcus* cell increases (Fig 2B). Thus, the physiological and transcriptional changes together suggest that Fe benefited some strains but that N was the primary limiting nutrient for the majority of *Synechococcus* strains.

In summary, the transcriptomic results suggest that most *Synechococcus spp*. at Stn. TZ were N-limited. The addition of N substrates led to increases in PS and *rbcL* transcripts, and the results support findings that natural populations of *Synechococcus* utilize NH_4_^+^, NO_3_^-^, and urea [12]. However, there was a lack of response from *Synechococcus* N stress genes, in comparison to *Prochlorococcus*, which may have resulted from differences in Fe requirements or N metabolic strategies. The more abundant community members, such as *Prochlorococcus* and high nucleic acid (HNA) heterotrophs, likely outcompeted *Synechococcus* for N substrates, especially in urea and NH_4_^+^, partly due to diffusion advantages afforded by their larger surface to volume ratios [89–91]. These factors likely prevented substantial growth of *Synechococcus* in comparison to *Prochlorococcus* and HNA in N treatments by T48 [10].

### Upregulation of urea uptake genes by picocyanobacteria in FDW

In the FDW treatment, the up-regulation of picocyanobacterial urea transporter genes *urtA*, but not other N genes under NtcA regulation, suggested additional regulatory controls for *urtA* besides classic NtcA regulation. Specifically, transcripts for nearly all *Prochlorococcus urtA* genes increased while transcripts for other genes associated with N stress and under NtcA control, such as *ntcA* and *amt*, decreased (Figs 2A, 4A and 4B; S1 Table). *Synechococcus urtA* also was up-regulated in the FDW treatment (Fig 4C), and WGCNA analysis indicated that *urtA* transcription patterns were similar across picocyanobacteria but distinct from nearly all other detected N stress genes (S1 File). Similar to other N stress genes that are under NtcA control, known *urtA* promoters in *Prochlorococcus* and *Synechococcus* have a putative binding site for NtcA [92], and *urtA* is up-regulated under N limitation in *Prochlorococcus* HL and LL strains [93]. However, it seems unlikely that the increases of picocyanobacterial *urtA* transcripts observed in the FDW treatment were due to classic NtcA control. Diel expression of cyanobacteria *urtA* [94] also seems an unlikely explanation because *urtA* decreases would have been expected in our pre-dawn samples (S1 File).

Possibly, the *urtA* transcript level increases were specific to the availability of urea, which would benefit picocyanobacteria as both a N and C source [95]. A recent NanoSIMS study showed that both *Prochlorococcus* and *Synechococcus* assimilated urea during short (~5 h) incubations [12]. Urea might have been generated by other community members in the FDW treatment. Heterotrophic bacteria have been shown to produce substantial amounts of urea in the Southern California Bight [96], and in Shilova et al. [10], heterotrophic bacteria cell density (HNA cells mL^-1^) more than doubled (by T48) in response to FDW. Eukaryotic phytoplankton, which responded rapidly to FDW in our study, might also have produced urea [97–99]. The delay between FDW addition and urea production might explain why picocyanobacteria *urtA* was up-regulated at T24 in FDW but down-regulated at T24 in the urea treatment. If *urtA* is a fast responding gene, 24 hours might have been too late to detect its up-regulation in the urea addition treatment.

Alternatively, chemical or biological interactions after mixing of surface waters with deep waters could have triggered the up-regulation of *Prochlorococcus* and *Synechococcus urtA*. Robidart et al. [56] also observed *urtA* increases from *Prochlorococcus* 24 h after the addition of sub-euphotic zone (130 m) FDW to the surface community in the NPSG. However, other studies did not observe up-regulation of *urtA* in response to the addition of high-molecular weight dissolved organic matter [52] or the addition of deep seawater from 700 m to surface NPSG microbial communities [100]. Thus, the *urtA* response observed in the present study and [56] might be specific to conditions or picocyanobacterial populations. Future culture-based and *in situ* experiments will help determine whether urea transporter responses reflect the regulation of one or multiple copies of *urtA*, by NtcA and possibly other transcription factors [34].

### Photosynthetic eukaryote RuBisCO transcript levels increased in N treatments

All nutrient additions elicited *rbcL* transcriptional responses from photosynthetic eukaryotes (PE) and PE cell abundance increases by T48. 

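In the NO_3_- treatment, the 179 PE *rbcL* targets had a median log2 change of 1.16 against the controls at T24 (quartiles 0.98 and 1.31), and all 179 were positive. The haptophyte *Chrysochromulina parva* (G0215001690) had a log2 change of 1.78 (standard error 0.59, adjusted p = 0.190 from limma) and the diatom *Grammonema striatula* (G0215002193) one of 1.49 (standard error 0.57, adjusted p = 0.253 from limma). The median level over the PE targets was 12.61 ± 0.09 (SD, n = 3) in NO_3_-. For 175 targets all 3 NO_3_- arrays lay above all 3 controls at T24. Chance gives 10% per target for both directions together, but the targets share the same arrays, so this count is not a test. With limma 0 targets passed the test, 0 when adjusted over the list alone, and 67 had an unadjusted p under 0.05. With array weights 148 rose. In that setting a mixed split of the NO_3_- and control arrays called more targets in all than the real one. That split still set most controls against most NO_3_- arrays, so it does not show what arrays without a treatment difference would give. Without the fold threshold 10 rose, and without N+Fe replicate 3 and Fe replicate 3 together 124. With only the 5 groups of the paper's single-gene analysis, a setting chosen after the results were seen, 130 rose. The median was 0.98 with spike-in scaling, but 0.48 with the spike-in share of the arrays as a covariate and 0.32 with slide as a fixed block. Within the slide that held the NO_3_- arrays, NO_3_- lay 0.46 above the NH_4_+ array.

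**Figure D2:**
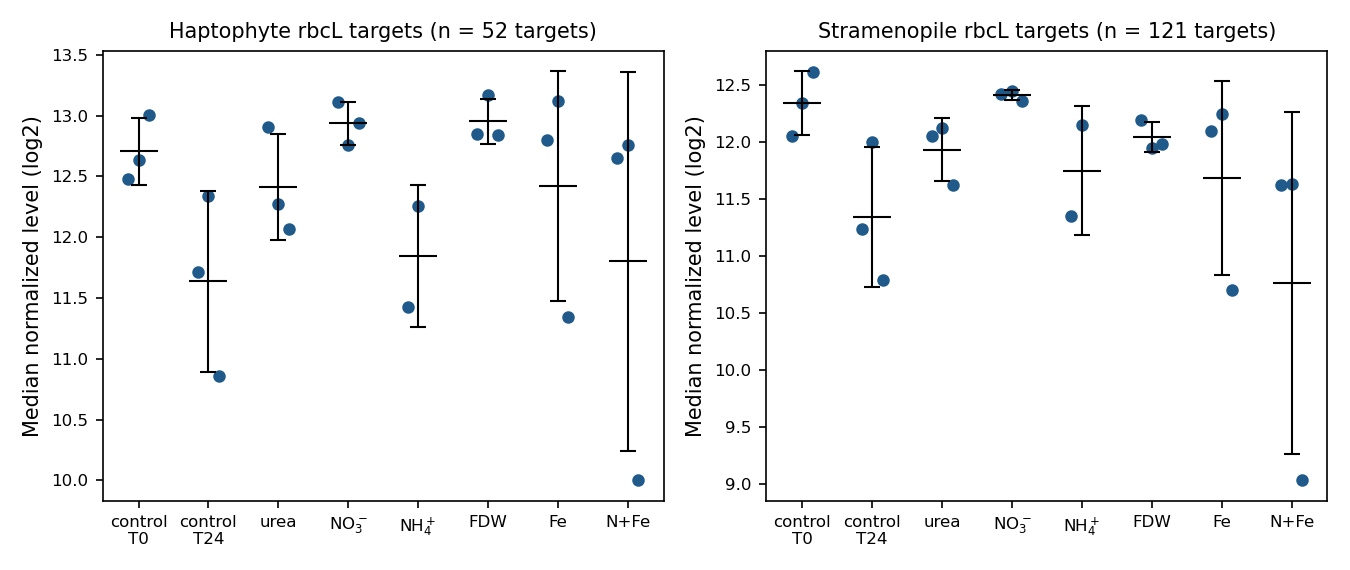
Median log2 level of the 52 haptophyte and the 121 stramenopile *rbcL* targets on each array (vertical axis, normalized log2 level) for the T0 controls, the controls at T24 and each treatment (horizontal axis). Points are arrays and bars are the mean ± SD of a group. NO_3_- lies above the controls at T24 in both groups, whereas N+Fe spreads from 10.00 to 12.76 for haptophytes and from 9.04 to 11.64 for stramenopiles.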

The PE *rbcL* response to NO_3_^-^ was robust, with significant (DE) transcript level increases for 283 of the 296 detected PE *rbcL* targets, including all detected haptophyte targets and most detected stramenopile targets (mainly for diatoms on MicroTOOLs; Fig 3C). 

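Nitrate reductase (*Nr*), which reduces nitrate to nitrite, was measured by 20 PE targets among the named rows. In the NO_3_- treatment 17 of them had a positive log2 change, with a median of 0.13 that turned to -0.27 with spike-in scaling. That scaling gave all targets a median of -0.51. The target of the diatom *Amphora* (G0215001440) had a log2 change of 0.56 (standard error 0.20, adjusted p = 0.430 from limma) and that of a diatom of undetermined genus (G0215001969) one of 0.40 (standard error 0.11, adjusted p = 0.552 from limma). The brightest target, of the diatom *Asterionellopsis* (G0215001464), had 0.09 and the haptophyte *Emiliania huxleyi* (G0215001975) 0.10. With limma 0 of the 20 passed, 0 when adjusted over the list alone, 0 with array weights, and 0 had an unadjusted p under 0.05. With array weights and the brightness limit, chosen after the results were seen, 2 passed. For 7 targets every NO_3_- array lay above every control at T24, where chance gives 10% per target for both directions together.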

Transcript levels also increased for PE nitrate reductase (*Nr*) targets in the NO_3_^-^ treatment (3 DE for diatoms from *Amphora*, *Phaeodactylum*, and an undetermined genus; S1 Table), consistent with the activation of *Nr* transcription in the presence of nitrate in PE [101,102]. Diatoms use nitrate opportunistically [70,71] rather than as a preferred N form [12], and haptophytes can utilize nitrate as well [103,104]. Thus, the *rbcL* and *Nr* transcript increases may indicate that both groups utilized the added NO_3_^-^ (~5 μmol L^-1^) because other N forms were scarce at Stn. 

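In median level, haptophyte and diatom *rbcL* were both higher on the NO_3_- arrays than on the controls at T24, though no single target passed the test. Among haptophytes, the median log2 change of the 52 targets was 1.35 (quartiles 1.22 and 1.48). *Chrysochromulina hirta* (G0215001683) had 1.62 (standard error 0.62, adjusted p = 0.249 from limma) and *Isochrysis galbana* (G0215002238) 1.07 (standard error 0.52, adjusted p = 0.438 from limma). The 61 diatom targets had the same median as all PE, and every NO_3_- array lay above every control for all 61, as for all 52 haptophyte targets. *Entomoneis* cf. *alata* (G0215001986) had a log2 change of 1.47 and *Chaetoceros gracilis* (G0215001605) 0.92, with adjusted p = 0.270 and 0.615 from limma. The 60 other stramenopile targets had a median of 0.99, with 0.78 for the pelagophyte *Aureococcus anophagefferens* (G0215001474). None of the 3 groups had a target past the test with limma, also when adjusted over the list alone, and 34, 21 and 9 targets had an unadjusted p under 0.05. With array weights 51 haptophyte, 52 diatom and 41 other stramenopile targets rose. A mixed split of these arrays called as many targets in all, but it still set most controls against most NO_3_- arrays. With slide as a fixed block the medians were 0.51 for haptophytes and 0.26 for all stramenopiles, with the spike-in share of the arrays as a covariate 0.62 and 0.42, and within the NO_3_- slide the 2 groups lay 0.68 and 0.26 above the NH_4_+ array. From these increases in *rbcL* and *Nr*, the paper proposes that both groups used the added NO_3_-, other N forms being scarce.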

TZ ([NH_4_^+^] = 58±3 nmol L^-1^ and [NO_3_^-^ + NO_2_^-^] = 2.6 ± 0.4 nmol L^-1^; [10]). 

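In the FDW treatment, haptophyte *rbcL* had the same median log2 change as in NO_3_-, and every FDW array lay above every control at T24 for 50 of the 52 targets. *Chrysochromulina hirta* (G0215001683) had a log2 change of 1.76 (standard error 0.62, adjusted p = 0.816 from limma) and *Chrysochromulina* sp. TKB8936 (G0215001696) 1.51 (standard error 0.58, adjusted p = 0.816 from limma). Stramenopile *rbcL* had a median of 0.64, with arrays apart for 35 of 121 targets. Chance gives 10% per target for both directions together, but the targets share the same arrays, so these counts are not a test. The diatom endosymbiont of *Peridinium foliaceum* (G0215001959) had 1.17 (standard error 0.65, adjusted p = 0.864 from limma). With limma 0 of the 179 PE *rbcL* targets passed, also when adjusted over the list alone, and 32, all of haptophytes, had an unadjusted p under 0.05. With array weights 22 rose, all of haptophytes, and without the fold threshold 1. In settings chosen after the results were seen, 53 rose with array weights and the brightness limit, 48 of haptophytes and 5 of stramenopiles, 98 with array weights in a fit of only the 5 groups of the paper's single-gene analysis, and 115 with all of these. With the spike-in share of the arrays as a covariate the medians were 1.09 for haptophytes and 0.38 for stramenopiles. Over all PE *rbcL* targets the median was 0.50 without control replicate 3 and 1.12 without control replicate 2. Compared directly, FDW minus NO_3_- had a median log2 difference of -0.46 over the stramenopile targets, with every FDW array below every NO_3_- array for 113 of them, and -0.03 over the haptophyte targets. In that comparison limma called 0 targets, 1 PE *rbcL* target had an unadjusted p under 0.05, and 81 targets of any kind passed with array weights, 0 of them PE *rbcL*. The 20 *Nr* targets had a median log2 change of 0.20 in FDW, with 0.38 for the diatom *Asterionellopsis* (G0215001464; standard error 0.10, adjusted p = 0.892 from limma), and 0 passed, 0 with array weights, and 0 had an unadjusted p under 0.05. The FDW arrays shared no slide with a control at T24 or a NO_3_- array, so these differences cannot be told apart from slide.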

Although the FDW and the NO_3_^-^ treatments had approximately the same NO_3_^-^ concentration, FDW resulted in fewer DE increases for *rbcL* and *Nr* targets for both haptophytes and stramenopiles (88 *rbcL*, and 1 *Nr* from *Phaeodactylum tricornutum*; Fig 3C; S1 Table). 

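In the urea treatment, all 179 PE *rbcL* targets had a positive log2 change against the controls at T24, with a median of 0.61 (quartiles 0.50 and 0.70). The median was 0.76 for haptophytes and 0.59 for stramenopiles. *Emiliania huxleyi*, a coccolithophore (G0215001983), had a log2 change of 0.97 (standard error 0.61, adjusted p = 1.00 from limma) and the diatom *Asterionellopsis glacialis* (G0215001465) 0.81 (standard error 0.62, adjusted p = 1.00 from limma). With limma 0 passed, 0 when adjusted over the list alone, 0 with array weights and 0 without the fold threshold, and 0 had an unadjusted p under 0.05. In a fit of only the 5 groups of the paper's single-gene analysis with array weights and the brightness limit, chosen after the results were seen, 96 rose. For 3 targets every urea array lay above every control, where chance gives 10% per target for both directions together. The 20 *Nr* targets had a median of 0.10, which turned to -0.07 with spike-in scaling, and 0 passed. All targets had a median of -0.31 with that scaling. Without control replicate 3 the PE *rbcL* median was 0.29 and without control replicate 2 it was 0.95, and with the spike-in share of the arrays as a covariate it was 0.22.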

The urea treatment resulted in no DE genes from PE (however, 294 *rbcL* genes had non-DE transcript increases).

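In the NH_4_+ treatment, the 179 PE *rbcL* targets had a median log2 change of 0.34 against the controls at T24, with all 179 positive. Diatoms had a median of 0.49, other stramenopiles 0.34 and haptophytes 0.22. The diatoms *Entomoneis* cf. *alata* (G0215001986) and *Minidiscus trioculatus* (G0215002570) had log2 changes of 0.91 and 0.76 (standard errors 0.64 and 0.60), and the haptophyte *Emiliania huxleyi* (G0215001983) had 0.34 (standard error 0.68). With limma 0 passed the test, 0 when adjusted over the list alone and 0 with array weights, and 0 had an unadjusted p under 0.05. With slide as a fixed block the median turned to -0.08, and without NH_4_+ replicate 2 to -0.02. Within the slide of 2 controls and 1 NH_4_+ array, NH_4_+ lay at -0.08. Urea minus NH_4_+ had a median difference of 0.21 over the PE *rbcL* targets, 148 of them positive and 0 past the test.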

Like the single-gene DE analysis described above, the EGSEA analysis found significant *rbcL* transcript level increases for PE in the NO_3_^-^ and FDW treatments, but it also identified large (>1.2×), significant increases in the urea, NH_4_^+^, and Fe treatments (Fig 2C). The *rbcL* increases were followed by significant PE cell abundance increases at T48 in all treatments with the highest increase in FDW (Fig 2C) [10].

The concentration of Fe at Stn. TZ was below the level of detection (0.058 nmol L^-1^; [10]). The Fe treatment added Fe^3+^ to a final concentration of 2 nmol L^-1^ [10], whereas [6] estimated that Fe concentrations >0.5 nmol L^-1^ are enough for even the largest coastal CCS diatoms to grow if other nutrients are not limiting. The Fe treatment resulted in *rbcL* transcript increases from stramenopiles and haptophytes and modest PE abundance increases by T48 [10] (Fig 2C). Thus, for PE the Fe addition was sufficient for growth and the low initial concentrations of NO_3_^-^ and NH_4_^+^ (above) were not limiting. It was therefore surprising that the N+Fe treatment, which also added Fe^3+^ to 2 nmol L^-1^, resulted in *rbcL* transcript decreases from stramenopiles (Fig 2C). 

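In the Fe treatment, haptophyte *rbcL* had a median log2 change of 0.81 against the controls at T24 with all 52 targets positive, and stramenopile *rbcL* a median of 0.30 with 111 of 121 positive. *Chrysochromulina hirta* (G0215001687) had a log2 change of 1.25 (standard error 0.61) and the diatom *Cyclotella meneghiniana* (G0215001933) 0.80 (standard error 0.55). Levels varied between bottles: the haptophyte median was 12.42 ± 0.94 (SD, n = 3) and the stramenopile median 11.69 ± 0.85 (SD, n = 3). With limma 0 of the 179 PE *rbcL* targets passed, 0 when adjusted over the list alone, 0 with array weights and 0 without the fold threshold, and 0 had an unadjusted p under 0.05. Without Fe replicate 3 the medians were 1.35 and 0.79, and without Fe replicate 2 the stramenopile median was 0.00. With the spike-in share of the arrays as a covariate they were 1.32 and 0.78. The Fe arrays shared no slide with a control at T24. On the slide that held 2 Fe and 2 FDW arrays, Fe lay at -0.05 relative to FDW for haptophytes and 0.21 above it for stramenopiles.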

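In the N+Fe treatment, stramenopile *rbcL* had a median log2 change of -0.56 against the controls at T24 (quartiles -0.79 and -0.44) with 0 of 121 targets positive. The median turned to 0.10 with spike-in scaling, which gave all targets a median of 0.79. It turned to 0.27 with array weights and to 0.31 with the spike-in share of the arrays as a covariate. The chrysophytes *Chrysamoeba tenera* (G0215001669) and *Chrysocapsa vernalis* (G0215001673) had log2 changes of -1.25 and -1.21 (standard errors 0.58 and 0.61), and the diatom *Chaetoceros gracilis* (G0215001605) -0.55 (standard error 0.55). With limma 0 stramenopile targets passed, 0 when adjusted over the list alone and 0 with array weights, and 0 had an unadjusted p under 0.05. The level was 10.77 ± 1.50 (SD, n = 3), from 9.04 on N+Fe replicate 3 to 11.64. Without that array the median change was 0.25, and without N+Fe replicate 2 it was -1.04. Within the slide of the 3 N+Fe arrays and 1 Fe array, Fe replicate 3, N+Fe lay 0.06 above Fe.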

One potential explanation is that the added N substrates were used by N and Fe co-limited microorganisms which then outcompeted those detected by MicroTOOLs. Competition might also explain why haptophyte *rbcL* transcript increases were smaller in the N+Fe treatment (Fig 2C). Moreover, the differences in *rbcL* responses between stramenopiles and haptophytes to N+Fe indicate that haptophytes have lower Fe requirements than stramenopiles at Stn. 

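Haptophyte *rbcL* had a median log2 change of 0.13 in the N+Fe treatment, with 39 of 52 targets positive, while 0 stramenopile targets were. *Chrysochromulina hirta* (G0215001687) had a log2 change of 0.59 (standard error 0.61) and *Isochrysis galbana* (G0215002238) -0.31 (standard error 0.52), against -0.57 (standard error 0.54) for the stramenopile *Aureococcus anophagefferens* (G0215001474). The haptophyte level was 11.80 ± 1.56 (SD, n = 3), a spread far larger than the change. Without N+Fe replicate 3 the haptophyte median was 1.05, with the spike-in share of the arrays as a covariate it was 1.15, and it turned to -0.32 without N+Fe replicate 2, -0.27 without N+Fe replicate 1 and -0.26 without control replicate 3. With limma 0 haptophyte targets passed, 0 when adjusted over the list alone and 0 with array weights, and 0 had an unadjusted p under 0.05. N+Fe minus Fe had a median difference of -0.61 over the haptophyte and -0.91 over the stramenopile targets, also with 0 past the test. With slide as a fixed block these turned to 0.46 and 0.07. That fit sets the N+Fe arrays against Fe replicate 3 alone, the only Fe array on their slide. As that array stood apart from the other Fe arrays, the fit does not settle the direction. The difference between the haptophyte and the stramenopile change was not tested. From it, the paper proposes that haptophytes at the station have lower Fe requirements than stramenopiles.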

TZ [105]; Fig 2C).

## Conclusions

This study and the previous by Shilova et al. [10] together provide a high-resolution snapshot of phytoplankton biodiversity in the CCS transition zone along three dimensions: taxonomic, transcriptional, and functional. The differential transcriptomic and physiological responses to N forms revealed in these two studies indicated that N was the primary limiting nutrient, but the responses differed with N substrate among *Prochlorococcus*, *Synechococcus*, and PE. Transcriptomes of some *Synechococcus* and PE populations indicated possible N and Fe co-limitation, in line with highest cell abundance increases after the addition of N+Fe for *Synechococcus* or FDW for both phylogroups [10]. Diverse transcriptomic responses were observed among closely related strains and sub-populations within *Prochlorococcus* and *Synechococcus*, indicative of different N assimilation capabilities and/or degrees of N limitation. For example, we observed heterogeneous populations of *Prochlorococcus* in their capacity to utilize NO_3_^-^, supporting previous single-cell nutrient uptake rate findings [12]. In the treatment with FDW, the unexpected increase of picocyanobacterial *urtA* while other N stress genes decreased highlights our incomplete understanding of urea utilization by marine microorganisms. The differences among natural phytoplankton populations in transcriptional and physiological responses were likely due to many factors including genetics, competition, and prior environmental conditions. Gene transcripts were detected from a mixed community of open ocean, transitional, and coastal strains reflecting the dynamic but poorly understood physical-biological interactions in the CCS transition zone. In fact, heterogeneity in responses within this mixed CCS microbial community might be a reason for the less pronounced whole transcriptome responses to added N observed in this study in comparison to the responses of the oligotrophic gyre community observed in a previous MicroTOOLs study [56]. Future studies along the dimensions of biodiversity at multiple locations and seasons will provide a more complete picture of how available N forms impact phytoplankton communities in this dynamic and productive part of the Pacific Ocean.

## Supporting information

S1 File Additional details on methods and results.

S1 Table Detected strains and genes. Spreadsheet containing normalized log_2_ transcript levels for all 9760 detected genes and whether they were DE, as well as their taxonomic and functional annotation.
(CSV)

S2 Table Distances between the sample metatranscriptomes. Spreadsheet containing the Euclidean distances between all 23 samples. Each sample is represented by the normalized log_2_ transcript levels for all 9760 detected genes. The NMDS analysis (Fig 1) was performed on these distances. Treatments in the spreadsheet are ordered by increasing distance to T0 controls, calculated as the median of pairwise distances between treatment and T0 control replicates.
(CSV)

S1 Fig Transcript proportions from major phylogroups. For each major phylogroup and treatment, the mean proportion of transcripts are shown. Transcripts are for all detected genes within the phylogroup and averaged over replicates within the treatment. For each phylogroup the proportions did not vary much across treatments. Consequently, the differential expression we report for a phylogroup mainly reflects changes in how its transcripts were distributed across its gene targets on MicroTOOLs, i.e. up- and down-regulation of its genes. Note that the large proportion of transcripts from *Synechococcus*, which was rare by relative abundance, is because *Synechococcus* has many probes on MicroTOOLs. PS = photosynthetic.
(PDF)

S2 Fig Heat map of differentially expressed genes. A total of 3805 significantly differentially expressed (DE) genes were identified by comparing controls at T0 vs. T24, or treatments with NO3^-^, FDW, or urea at T24 vs. controls at T24. Genes (rows) cluster mainly by phylogroup, evident by the opposite patterns for *Prochlorococcus* and *Synechococcus* genes, mainly for photosynthesis and carbon metabolism. However, also apparent are sub-clusters by Process or Element (e.g., several blocks of N metabolism genes) and by Gene (e.g., *rbcL* across eukaryotic phytoplankton, mostly denoted as “Other”). Sample clusters (columns) were robust (solid discs indicate ≥70% support out of 1000 bootstraps). With the exception of the Fe and NH4^+^ treatments, at least two of the three replicates for each treatment cluster tightly as in Fig 1. White cells indicate that the strain for that gene was not detected in the sample (Materials and methods).

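From T0 to T24 in the controls, single named targets of bacteria and archaea changed in both directions. Targets of *dmdA*, which starts the breakdown of the algal sulfur compound dimethylsulfoniopropionate, rose for *Pelagibacter* HTCC1002 (G0215002722, log2 change 1.33, standard error 0.24, adjusted p = 0.00339 from limma) and HTCC1062 (G0215002884, 1.08, standard error 0.21, adjusted p = 0.00787), as did the *dmdA* target of *Bacillus thuringiensis* (G0215001519, 0.83, standard error 0.13, adjusted p = 0.00415). An alkaline phosphatase target, *phoD* of the gammaproteobacterium HIMB55 (G0215002051), rose by a log2 change of 1.22 (adjusted p = 0.00721 from limma), and *pstS* of HIMB5 (G0215001297), for phosphate binding, by 0.77 (adjusted p = 0.000941 from limma). The iron-binding *idiA* of HTCC1062 (G0215002951) rose by 0.83 (adjusted p = 0.0496 from limma). The *bop* target G0215003013 of HTCC7211 fell by 2.18 on the log2 scale (standard error 0.59, adjusted p = 0.0232 from limma). It went against the 17 HTCC7211 *bop* targets as a list, whose median level was 9.97 at T0 and 10.48 in the controls at T24. Targets of *ureB* for urease of the archaeon *Haloarcula marismortui* (G0215002198) and *phnJ* for phosphonate use of *Acidovorax ebreus* (G021500909) fell by 0.73 and 0.62 (adjusted p = 0.00529 and 0.00126 from limma), but turned to 0.72 and 0.62 with spike-in scaling. The nitrogenase target *nifD* of *Chlorobium phaeovibrioides* (G0215001643), a green sulfur bacterium not expected in sunlit oxic seawater, fell by 0.62, and the cell division gene *ftsZ* of *Crocosphaera watsonii* (G0215001850) fell by 0.58, but both turned positive with spike-in scaling, at 0.63 and 0.75. Of these 11 targets, only *pstS*, *ureB*, *phnJ* and *ftsZ* passed with the spike-in share of the arrays as a covariate. The *dmdA* targets of HTCC1002 and HTCC1062 did not pass with 75th percentile scaling, nor did that of HTCC1002 and the *idiA* target with normexp, the *bop* target with spike-in scaling, or the *idiA*, *phnJ*, *nifD* and *ftsZ* targets with slide as a fixed block. The *idiA*, *bop*, *nifD* and *ftsZ* targets each failed without some single array. In all, 2050 targets rose and 616 fell with limma, and 4548 had an unadjusted p under 0.05. With spike-in scaling the split was 12982 higher and 32 lower, with 75th percentile scaling 1862 and 1515, and with slide as a fixed block 1493 and 286. Spike-in scaling gave all targets a median log2 change of 1.19, so a turn to positive under it is not particular to single targets. With the spike-in share as a covariate only 534 passed, 385 of them among those called without it. Without control replicate 3 the count was 1495, with normexp 1674 and without the fold threshold 8354. With the brightness limit it was 1682, and with array weights in a fit of only the 5 groups of the paper's single-gene analysis 4237, both chosen after the results were seen. The union over this comparison and those of NO_3_-, FDW and urea with the controls at T24 was 2685 targets.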

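Few targets of the nutrient and sulfur gene lists passed the test between T0 and T24 in the controls. The lists by gene were fixed before the data were examined, and their division by organism, the *phoD* list, the archaeal list and the list of organisms not expected in the water were drawn up from the names in S1 Table afterwards. Of 23 SAR11 *dmdA* targets 2 rose, and over the list alone 4. Of 20 *Nr* targets 0 passed with limma, 0 over the list alone and 0 with array weights, and 2 had an unadjusted p under 0.05. Of 18 SAR11 *pstS* targets, 3 rose and 1 fell, also when adjusted over the list alone, with a median log2 change of 0.11 that turned to -0.07 with 75th percentile scaling. Of 82 gammaproteobacterial *phoD* targets, for alkaline phosphatase, 1 rose, also over the list alone. Among 22 Fe stress targets 1 rose and over the list alone 0. Of 100 targets for use of phosphonates, reduced phosphorus compounds, 4 fell and over the list alone 1. Of 14 archaeal *rbcL* targets 1 fell, also over the list alone. Among 68 nitrogenase targets 2 fell, among 32 targets for cleavage of dimethylsulfoniopropionate 1 and among 84 targets of organisms not expected in the water 2, with 0 over each list alone. These last 7 lists had median log2 changes between -0.31 and -0.10, which all turned positive with spike-in scaling. That scaling gave all targets a median of 1.19, so turns to positive are not particular to any list. The 47 methylotrophy, 8 N stress, 5 *urtA*, 3 photosynthesis targets and the 1 *ntcA* target had medians of -0.13, -0.26, -0.20, -0.99 and -0.34, positive with spike-in scaling, and that of photosynthesis was 0.26 with the spike-in share of the arrays as a covariate. With limma 0 of these passed, also over each list alone, and 4 methylotrophy and 2 photosynthesis targets had an unadjusted p under 0.05.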

(PDF)

S3 Fig NMDS of CCS and NPSG samples. NMDS of metatranscriptomes from the present CCS study and from an NPSG study [56]. In comparison to the CCS community, the NPSG community shows larger shifts by 24 h in response to added FDW (130 m) that had high concentrations of nitrite. The CCS community appeared to be N-limited (see main text) while the NSPG community was N-starved. Except for unfiltered deep water (UDW), all metatranscriptomes are from surface samples. The *in situ* samples were collected at dawn and dusk from 14–16 September 2011 with an Environmental Sample Processor. In order to compare metatranscriptomes from the CCS and NPSG in a single NMDS analysis, microarray data for samples from both experiments were processed together (including normalization; Materials and methods). The stress was 0.09.
(PDF)

S4 Fig Picocyanobacteria transcript level ratios of *rbcL* to *ntcA*. Ratios of transcript levels for carbon fixation genes (*rbcL*) versus N-stress genes (*ntcA*) are shown for the dominant picocyanobacteria *Prochlorococcus* str. MED4 and *Synechococcus* str. CC9605. For each strain, the *y* axis shows the ratio of the mean transcript levels from detected *rbcL* targets divided by mean transcript levels from detected *ntcA* targets. n = 3 for all ratios for each condition except n = 2 for NH_4_^+^ T24.
(PDF)

S5 Fig Picocyanobacteria responses from Fe stress genes. Conventions are as in Fig 3.
(PDF)

S6 Fig HL *Prochlorococcus* NiSOD. HL *Prochlorococcus* Ni-containing superoxide dismutase (NiSOD) encoding genes. The heat map shows the mean transcript levels (normalized as described in Materials and methods) of all 19 detected NiSOD-encoding genes (“NiSOD targets”, rows) from HL *Prochlorococcus* strains in each treatment. Transcript levels are not centered or scaled. Therefore, deeply red NiSOD targets (e.g. #5590 for MED4) represent sub-populations that were more actively transcribing or were more abundant. For each target gene, transcript levels are ranked across treatments from highest (cells with 1) to lowest (cells with 8). Treatments are sorted by the mean of the ranks in each column: NiSOD targets usually had their highest transcript levels in the T0 controls, second highest levels in the urea treatment, and lowest levels in FDW. Annotation at the left of the heat map indicates for each target gene whether it was DE, the HL strain, and the WGCNA module to which the target was assigned. For targets that were DE in multiple conditions, only one is shown with preference given to treatments over controls. All DE conditions are in S1 Table.
(PDF)

S7 Fig LL *Prochlorococcus* NiSOD. LL *Prochlorococcus* Ni-containing superoxide dismutase genes (*NiSOD*). Heat map conventions are as in S6 Fig.
(PDF)

S8 Fig *Prochlorococcus* MED4 genes *phrB* and *nudix*. Heat map conventions are as in S6 Fig except that gene annotation is included rather than strain because all targets are for MED4.
(PDF)

S9 Fig Picocyanobacteria responses from P stress genes. Conventions are as in Fig 3.
(PDF)

S10 Fig EGSEA results for *Pelagibacter*. Proteorhodopsin genes (*bop*) and iron stress genes (mainly *idiA*) from *Pelagibacter*. These are the main *Pelagibacter* genes represented in MicroTOOLs.
(PDF)

S11 Fig DE genes for *Pelagibacter*. Single-gene DE analysis for *Pelagibacter*. Conventions are as in Fig 3.
(PDF)

# Supplementary material for: Phytoplankton transcriptomic and physiological responses to fixed nitrogen in the California current system
**Source:** PLoS One. 2020 Apr 20;15(4):e0231771. doi: 10.1371/journal.pone.0231771
**Supplement:** S1 File

**Supporting Information**

**Materials and methods**

**cDNA labeling and hybridization**

cDNA was labeled at the Roy J. Carver Center for Genomics (The University of Iowa, USA) using the Agilent SureTag DNA Labeling Kit (Cat# 5190-3400) and by following a protocol based on Agilent Oligonucleotide Array‐Based CGH for Genomic DNA Analysis: Enzymatic Labeling for Blood, Cells, or Tissues (Version 7.3 March 2014). For each sample, 0.5 µg of cDNA was diluted to 19.2 ng/µl (26.0 µl total), denatured and annealed with 5.0 µl of random primers. The resulting 31.0 µl sample was incubated at 95° C for 5 min, then immediately placed on ice for 5 min, and then centrifuged at 6K × g for 1 min. Nineteen µl of Labeling Master Mix was prepared (10.0 µl of 5X Reaction Buffer, 5.0 µl of 10x dNTP, 3.0 µl cyanine, 1.0 µl Exo-Klenow fragment) and then added into the sample. The sample was briefly centrifuged, then incubated at 37° C for 2 h followed by incubation at 65° C for 10 min and then transferred on ice. Labeled cDNA was then purified using the Agilent SureTag DNA Labeling Kit, which included purification columns. A Nanodrop spectrophotometer was used to check that the yield and specific activity of Cy3 were within expected ranges. Cy3-labeled cDNA was hybridized using a Gene Expression Hybridization Kit (Cat# 5188‐5242) and following the protocol from “One-Color Microarray-Based Gene Expression Analysis: Low Input Quick Amp Labeling (Version 6.7, September 2014).”  For each Cy3-labeled sample, 3.0 µg of DNA was taken, and water added to bring the total volume to 44.00 µl. To each sample, 66.0 µl of hybridization master mix was added (11.0 µl 10x GE blocking agent, 55.0 µl 2x Hi-RPM Hyb Buffer) for a total volume of 110 µl. The sample was mixed, incubated at 95° C for 3 min, placed on ice, and then briefly centrifuged. From each sample, 100 µl was taken and loaded onto one of the 4 arrays on a MicroTOOLs microarray slide. Arrays were hybridized at 65° C for ~18 h. After hybridization, arrays were first washed for 1 min in room temperature Gene Expression Wash Buffer 1 and then washed for 1 min in 37° C Gene Expression Wash Buffer 2 (Gene Expression Wash Buffer Kit, Cat# 5188‐5327).

**Impact of changes in phylogroup transcript relative abundances**

For gene sets that were significantly differentially expressed in the EGSEA analysis, we performed an additional check to see if the differential expression could be attributed solely to a change in the transcript relative abundance of the phylogroup in the two samples being compared. For example, we checked whether increases in HL *Prochlorococcus* photosynthesis transcripts in NH_4_^+^ vs. controls at T24 reflected an overall increase in transcripts from HL *Prochlorococcus*, perhaps due to an overall decrease in transcripts from all other phylogroups (S1 Fig). Each phylogroup’s total transcript relative abundance varied little across the samples (S1 Fig) and had fold changes that were always less than the transcript level fold changes for gene sets reported as differentially expressed, with the exception of eukaryote *rbcL* in FDW. However, our check is more useful for phylogroups with a broad set of genes on MicroTOOLs to anchor the total transcripts for the phylogroup, whereas eukaryotes are almost exclusively represented by *rbcL*.

**Results and discussion**

**Metatranscriptome interpretation based on NMDS clusters**

NMDS clusters were strongly influenced by changes in transcript levels from HL *Prochlorococcus*, *Synechococcus*, and photosynthetic eukaryotes (PE; Fig 1) because these phylogroups are highly represented in the MicroTOOLs microarray design [1]. Across T24 samples, the total proportion of transcripts attributed to each phylogroup was stable (max s.d. 0.05, for HL *Prochlorococcus*; S1 Fig), as were relative abundances [2]. Thus, the metatranscriptome positions in Fig 1 reflect changes in the distribution of transcripts within each of these phylogroups. Note that heterotrophic bacteria were also abundant, and those with larger genomes (HNA) underwent large cell density increases in all treatments [2]. However, heterotrophs have fewer MicroTOOLs targets and thus had limited influence in the NMDS analysis. In contrast, although PE are represented mainly by *rbcL* in MicroTOOLs, there are many *rbcL* targets.

Although transcript level changes from N stress genes (described in the main text) indicated that the CCS surface phytoplankton community was N-limited, in comparison to the NSPG, the CCS community as detected with the microarray either was not N-starved or was co-limited by N and another nutrient. This is supported by the significantly tighter clustering of the CCS versus the NPSG metatranscriptomes (p~0 in a PERMDISP2 [3] analysis using the vegan R package function betadisper on Euclidean distances between samples followed by ANOVA) apparent in S3 Fig and also by the single-gene and EGSEA analyses (main text). An alternative explanation for the clustering differences is that higher diversity in the CCS might have caused transcripts to be distributed over more MicroTOOLs targets, and thus limited the influence of transcriptional changes from any single phylogroup in the CCS metatranscriptomes. In particular, across CCS samples, *Prochlorococcus* versus *Synechococcus* transcripts were ~1:1 (the ratio of the medians of each phylogroup proportion of transcripts) but ~2:1 across NPSG samples in the study by Robidart et al. [4]. Most likely, nutrient statuses and diversity both influenced the clustering differences between CCS and NPSG metatranscriptomes.

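One of the 3 N+Fe arrays, replicate 3, stood apart from the other two in the levels of *rbcL* and in its spike-in level relative to its signal. Its haptophyte and stramenopile *rbcL* medians were the lowest of all arrays of that treatment. On the first principal component of the normalized levels, which held 52.0% of the variance, it lay at 0.47 and the other N+Fe arrays at 0.12 and 0.06. Its median distance to the T0 controls was 115.0, against 74.3 and 66.7 for the others. Its raw log2 median signal was 9.02, against 8.85 and 8.90. Its log2 spike-in level lay 0.13 above its median signal, against 1.07 and 1.26 for the others, and limma gave it an array weight of 0.24, against 1.56 and 2.25. The viral and *Prochlorococcus* shares of the transcripts were not analysed here.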

The high diversity of the microbial community at the CCS station also may have contributed to the higher variation among replicate metatranscriptomes, such as the outlier N+Fe sample (Fig 1). This sample had the smallest proportion of transcripts from viruses (6.7% vs. 11.6±1.5% for all samples) and, perhaps consequently, the largest proportion of transcripts from HL *Prochlorococcus* (42.2% vs. 31.4±5.1% for all samples). It is possible that other replicates that clustered poorly (e.g. the outlier Fe sample) differed with respect to viruses or grazers not represented on MicroTOOLs. 

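The Fe replicate 3 lay at 0.33 on the first principal component, whereas the other Fe arrays lay at 0.00 and -0.09. It was farther from the T0 controls, with a median distance of 96.8 against 66.0 and 58.4, and nearer to the controls at T24, with 34.3 against 54.0 and 63.7. Its raw log2 median signal was 8.99, against 8.66 for both others. The log2 spike-in level lay 0.68 above the median signal, against 1.37 and 1.55, and its array weight was 0.33, against 0.73 and 0.70. It shared a slide with the 3 N+Fe arrays, while the other Fe arrays lay together on another slide. Targets of viruses and grazers were not analysed here.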

High variation among replicate metatranscriptomes from coastal communities in comparison to oligotrophic communities have been observed in other metatranscriptomic studies [5,6].

**Changes in ratios of *rbcL* to *ntcA* transcript levels in *Prochlorococcus* and *Synechococcus***

As a simple proxy for cellular needs of carbon (C) versus N, we examined relative transcript levels for *rbcL* versus *ntcA* for the dominant HL strain MED4. We hypothesized that a high C:N ratio, indicating N limitation, would lead to increased transcription of *ntcA* to acquire N rather than to increased transcription of *rbcL* to fix CO_2_. The *rbcL* to *ntcA* ratio in *Prochlorococcus* increased in all N treatments, and the highest increases were in the urea, NO_3_^-^, and NH_4_^+^ treatments in comparison to controls and all other treatments at T24 (not significant [p>0.01] in Mann-Whitney U test, with just 2-3 replicate ratios in each comparison; S4 Fig). The similar results in urea and NH_4_^+^ suggested that both substrates provided enough N to shift the internal C-N balance in *Prochlorococcus* MED4 within 24 hours.

The most abundant *Synechococcus* strain CC9605 had small changes in the ratio of *rbcL* to *ntcA* in controls and all treatments at T24 (1.1±0.35) in comparison to *Prochlorococcus* (4.6±3.8; S4 Fig). For both genera, the most elevated ratios were observed in the treatments with NH_4_^+^, NO_3_^-^, and urea. In these treatments both *Prochlorococcus* and *Synechococcus* cell densities increased significantly but modestly by T48 in comparison to controls, except for NH_4_^+^ where *Synechococcus* cell abundances decreased (Fig 2B). This suggests that *Synechococcus* was at a disadvantage or used a different metabolic strategy compared to *Prochlorococcus* in utilizing added NH_4_^+^.

**Transcriptionally active *Prochlorococcus* strains and oligotypes detected by 16S-rRNA gene analysis**

The subpopulations of *Prochlorococcus* MIT9515 and MIT9301 that had different responses to NO_3_^-^ might correspond to oligotypes defined by Shilova et al., [2] based on 16S rRNA gene sequence analysis [2,7]. In T0 samples, two main oligotypes were identified for MIT9515 (10.72% and 1.42% of total *Prochlorococcus*) and also for MIT9301 (relative abundances of both ≤ 0.29% of total *Prochlorococcus*). However, we have no genomic sequence data to link oligotypes to the PS genes, and it is possible that the detected PS transcripts from these natural populations were similar to MIT9515 and MIT9301 only with respect to these genes.

***Prochlorococcus* responses from other stress genes**

Several *Prochlorococcus* genes associated with reactive oxygen species and light stress responded to the treatments. In the NO_3_^-^ and FDW treatments, transcript levels from genes that encode NiSOD, a putative nickel-containing superoxide dismutase precursor, decreased for HL strains (DE for MED4 and MIT9515; S6 Fig) but increased for LL strains (DE for CCMP1375 and MIT9313; S7 Fig). EGSEA corroborated the NiSOD gene increases from LL strains in response to FDW. EGSEA also indicated that HL *Prochlorococcus* genes associated with light stress (UV damage or subsequent DNA repair) decreased in all treatments, except they increased in N+Fe. These genes included *phrB* which encodes a DNA photolyase, *nudix* which encodes nudix hydroxylase, and *pmm1359* whose function is not known (but highly light-responsive, [8]. S8 Fig illustrates for *phrB* and *nudix* targets for MED4 the EGSEA result, with most targets having lower transcript levels relative to controls at T24 for all treatments except N+Fe.

***Synechococcus* responses from genes associated with P, Fe, and other stresses**

For some *Synechococcus*, increases in available Fe may have resulted in transcription increases for genes associated with P stress. The EGSEA analysis showed overall transcript level increases for P stress genes in response to the addition of Fe, N+Fe, and FDW (with an unknown concentration of Fe) but not in response to treatments that added only N (Fig 2B). However, the single-gene DE analysis revealed strain- and gene-specific responses (S9 Fig). For example, in the NO_3_^-^ treatment, *psiP* (P-stress inducible protein) transcripts increased for strain WH8102 (clade III), but phosphate transporters (*pstS*) decreased for the dominant strain CC9902 and for RS9916. In the FDW treatment as well, WH8102 and RS9916 had opposite responses for, respectively, *psiP* (increased) and *pstS* (decreased).

*Synechococcus* genes that are usually elevated during Fe limitation increased in response to FDW and N+Fe (Fig 2B), but once again, responses differed among strains and genes (S5 Fig). In response to FDW, strain-specific EGSEA analyses found that transcript levels from Fe stress genes increased >1.2× on average for strains CC9311 (*dpsA* was DE), RCC307, WH7803, and CC9902. However, for CC9902 one *fur* target decreased DE in response to FDW (S5 Fig). This same target also decreased DE in response to NO_3_^-^, along with a third *fur* target. Finally, EGSEA showed transcript level increases from RCC307 iron stress genes in response to treatments with Fe (alone or N+Fe).

As with HL *Prochlorococcus*, the addition of N+Fe led to overall transcript level increases for *Synechococcus* genes associated with light stress (or associated DNA repair genes; *phrB*, *nudix*, and *pmm1359* in the EGSEA “light stress” gene set).

**Correlated transcription of picocyanobacteria urea uptake genes**

The weighted correlation network analysis (WGCNA) assigned most (75%) picocyanobacteria *urtA* genes to the same module indicating significantly correlated transcript levels across the samples. WGCNA module M10 was comprised almost exclusively of picocyanobacteria *urtA* genes (118 of 140 genes in M10; S1 Table). These included 109 of 133 detected *Prochlorococcus* *urtA* genes for multiple strains from HL and LL ecotypes. Most other *Prochlorococcus* genes associated with N stress or metabolism were assigned to M1 (295 of 367 detected). Similarly, M10 had the most *Synechococcus urtA* genes (9 of 25 detected) while most of the other 462 detected *Synechococcus* N genes were assigned to modules M1 and M3 (92 and 93 targets, respectively).

**Transcription changes among *Pelagibacter***

Transcripts from *Pelagibacter ubique* spp. HTCC7211, HTCC1062 and HTCC1002 were detected in every sample (from 41%, 13%, and 16% of their respective MicroTOOLs targets; S1 Table), consistent with the stable relative abundances of *Pelagibacter* from T0 to T24 in controls and treatments [2]. Transcript level changes for *Pelagibacter* proteorhodopsin genes (*bop*) differed across treatments. For example, the EGSEA analysis found that *bop* transcript levels increased in response to NH_4_^+^ but decreased in response to Fe, N+Fe, or FDW (S10 Fig). 

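Of the 55 SAR11 *bop* targets, most had small changes in NH_4_+, Fe and N+Fe and larger negative ones in FDW. In NH_4_+ the median log2 change against the controls at T24 was 0.09, with 35 targets positive. The HIMB5 target G0215001069 had a log2 change of 0.61 (standard error 0.20) and the HTCC7211 target G0215003024 one of 0.38 (standard error 0.14), while the 17 HTCC7211 targets had a median of -0.03 that turned to 0.03 with 75th percentile and 0.09 with spike-in scaling. Both NH_4_+ arrays lay above all 3 controls for 17 of the 55 and below them for 0. Chance gives 20% per target for both directions together. In Fe the median was -0.20, with 12 targets positive, and in N+Fe -0.07, with 16 positive. With spike-in scaling these turned to 0.21 and 0.63, while all targets had medians of 0.42 and 0.79. With the spike-in share of the arrays as a covariate the N+Fe median was -0.23. The HTCC7211 target G0215003009 had -0.50 in Fe (standard error 0.28) and G0215003011 -0.32 in N+Fe (standard error 0.15). With limma 0 passed in the 3 treatments, 0 when adjusted over the list alone and 0 with array weights, and 1, 0 and 0 targets had an unadjusted p under 0.05 in NH_4_+, Fe and N+Fe. In FDW the median was -0.43 and 4 targets were positive. With limma 0 passed over all targets, 1 fell when adjusted over the list alone, 16 fell with array weights, and 19 had an unadjusted p under 0.05. With slide as a fixed block the NH_4_+ median over the HTCC7211 targets was 0.16, and within the slide of 2 controls and 1 NH_4_+ array NH_4_+ lay 0.18 above. From productivity and cell counts at T48, the paper interprets the *bop* increase in NH_4_+ as a response to carbon starvation.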

We interpret the *bop* increases in the NH_4_^+^ treatment (mainly from strain HTCC7211) as a response to carbon (C) starvation [9] because at T48 Shilova et al. [2] observed the second highest primary productivity rates and Chl *a* concentration, as well as highest cell abundances for HNA cells and *Prochlorococcus* and the lowest cell abundances for LNA cells (which include *Pelagibacter ubique*). The *bop* decreases in response to Fe-containing treatments have, to our knowledge, not been reported for *Pelagibacter ubique*, however, proteorhodopsin transcription increases under Fe limitation have been observed for some diatoms [10] and suspected for pelagophytes and dinoflagellates [11]. We observed strain-specific responses in other treatments as well. For example, in response to FDW, large (>1.2×) *bop* transcript level decreases occurred for strains HTCC7211 and HTCC1002, and also for alphaproteobacterium HIMB5, but HTCC1062 did not respond to FDW (S10 Fig, S11 Fig). 

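In FDW the *bop* targets of HTCC7211 had a median log2 change of -0.70 against the controls at T24, those of HTCC1002 -0.46, those of HIMB5 -0.40 and the 2 of HTCC1062 -0.18. For HTCC7211, G0215003010 had a log2 change of -1.0 (standard error 0.32, adjusted p = 0.816 from limma), while G0215003013 had 1.49 (standard error 0.59, adjusted p = 0.816 from limma). All 3 FDW arrays lay below all 3 controls for 13 of the 17 HTCC7211 targets, 4 of 4 for HTCC1002, 19 of 31 for HIMB5 and 1 of 2 for HTCC1062. Chance gives 10% per target for both directions together. The HIMB5 target G0215001039 had -0.81 (standard error 0.21) and the HTCC1002 target G0215002716 -0.57 (standard error 0.18). The HTCC1062 targets G0215002783 and G0215002795 had -0.43 and 0.07 (standard errors 0.11 and 0.14). With limma 0 targets passed. When adjusted over the list of each strain alone, 4 of HIMB5 fell and 0 of the other strains. With array weights 9 of HTCC7211 and 7 of HIMB5 fell, and 10 and 9 had an unadjusted p under 0.05, against 0 for HTCC1002 and HTCC1062. Whether the strains differ from one another was not tested.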

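In NO_3_-, 1 of the 2 *bop* targets of *Pelagibacter* HTCC1062 had a positive log2 change against the controls at T24, and those of HTCC7211 were mostly negative. The HTCC1062 target G0215002795 had 0.57 (standard error 0.14, adjusted p = 0.239 from limma), and it rose when adjusted over the list of that strain alone. The other, G0215002783, had -0.03, and the median of the 2 turned from 0.27 to -0.33 with spike-in scaling. All targets had a median of -0.51 with that scaling. The 17 HTCC7211 targets had a median of -0.53, with 7 positive. Among them G0215003010 had -0.96 (standard error 0.32, adjusted p = 0.239 from limma) and G0215003013 0.82 (standard error 0.59, adjusted p = 0.780 from limma). The 31 HIMB5 targets had a median of -0.04 that turned to 0.02 with 75th percentile scaling, and G0215001075 had -0.68 (standard error 0.24, adjusted p = 0.351 from limma). With limma 0 of the 55 passed and 5 had an unadjusted p under 0.05. With array weights 1 HTCC1062 target rose, 1 HTCC7211 target rose and 7 fell, and 3 HIMB5 targets fell. Mixed splits of these arrays also called many targets, but they still set most controls against most NO_3_- arrays. With slide as a fixed block the medians were -0.04 for HTCC1062, -0.06 for HTCC7211 and -0.02 for HIMB5, with the spike-in share of the arrays as a covariate they were -0.21 for HTCC7211 and turned to 0.06 for HIMB5, and within the NO_3_- slide NO_3_- lay at -0.25 relative to the NH_4_+ array over both the HTCC7211 and all *bop* targets.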

Single-gene analysis showed that in response to NO_3_^-^, *bop* transcript levels increased DE for HTCC1062 but decreased DE for HIMB5 and HTCC7211 (with one exception for HTCC7211 that increased).

In the EGSEA analysis, transcript levels from *Pelagibacter* Fe stress genes had large decreases in response to FDW or NO_3_^-^, and weak (<1.2×) decreases in response to urea or Fe (S10 Fig). Strain HTCC7211 likely accounted for the decreases because it has the most MicroTOOLs Fe gene targets within *Pelagibacter*, including 171 targets for iron transporter *idiA*. The results were similar from the single-gene DE analysis with decreased *idiA* transcript levels in FDW and NO_3_^-^ (S11 Fig).

Treatments may have affected *Pelagibacter* metabolism of dimethyl sulfoniopropionate (DMSP) based on transcript level changes for *dmdA* which encodes a demethylase for DMSP. 

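The 23 SAR11 *dmdA* targets had a median log2 change of -0.41 in NO_3_- and -0.32 in FDW against the controls at T24. The HIMB5 target G0215001103 had -1.0 in NO_3_- (standard error 0.28, adjusted p = 0.181 from limma) and -0.71 in FDW (adjusted p = 0.816). The HTCC1062 target G0215002884 had -0.80 in NO_3_- (standard error 0.21, adjusted p = 0.187 from limma) and the HTCC1002 target G0215002733 -0.65 (standard error 0.20, adjusted p = 0.297 from limma). In FDW the HTCC1002 target G0215002722 had -0.76 (standard error 0.24, adjusted p = 0.816 from limma). All NO_3_- arrays lay below all controls for 14 of the 23 targets and all FDW arrays for 8. Chance gives 10% per target for both directions together. With limma 0 passed in either treatment, 0 when adjusted over the list alone, and 6 and 1 targets had an unadjusted p under 0.05. With array weights 7 fell in NO_3_- and 0 in FDW. For NO_3_- mixed splits also called many targets, but they still set most controls against most NO_3_- arrays. With the spike-in share of the arrays as a covariate the NO_3_- median was -0.23, with slide as a fixed block it turned to 0.03, and within the NO_3_- slide NO_3_- lay at -0.01 relative to the NH_4_+ array. No *dmdA* target of HTCC7211 is among the named rows used here.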

Treatments with NO_3_^-^ or with FDW, which had the same concentration of NO_3_^-^, resulted in transcript level decreases for some *Pelagibacter* targets for *dmdA*. Large (>1.2×) decreases occurred for *Pelagibacter* spp. HTCC7211 in response to NO_3_^-^ (strain-specific EGSEA analysis), and DE decreases were observed for targets from HTCC7211 and HTCC1002 in response to FDW (S11 Fig, S1 Table). We note that EGSEA did not indicate increases (or changes) for *dmdA* in the NH_4_^+^ treatment, neither overall for *Pelagibacter* nor individually for strains HTCC7211, HTCC1002, or HTCC1062. Thus, although DMSP is known to be a C source for marine bacteria [12,13], DMSP was not likely utilized to address the C starvation hypothesized in the NH_4_^+^ treatment.

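In NH_4_+ the 23 SAR11 *dmdA* targets had a median log2 change of -0.11 against the controls at T24, which turned to 0.06 with slide as a fixed block. The medians were -0.09 for the 3 targets of HTCC1002 and -0.16 for the 7 of HTCC1062. The HIMB5 target G0215001103 had -0.53 (standard error 0.31) and the HTCC1062 target G0215002801 -0.35 (standard error 0.20). With limma 0 passed, 0 when adjusted over the list alone and 0 with array weights, and 0 had an unadjusted p under 0.05. Within the slide of 2 controls and 1 NH_4_+ array, NH_4_+ lay 0.04 above the controls.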

**References**

1. Shilova IN, Robidart JC, James Tripp H, Turk-Kubo K, Wawrik B, Post AF, et al. A microarray for assessing transcription from pelagic marine microbial taxa. ISME J. 2014 Jul;8(7):1476–91.

2. Shilova IN, Mills MM, Robidart JC, Turk-Kubo KA, Björkman KM, Kolber Z, et al. Differential effects of nitrate, ammonium, and urea as N sources for microbial communities in the North Pacific Ocean. Limnol Oceanogr. 2017 Nov;62(6):2550–74.

3. Anderson MJ. Distance-based tests for homogeneity of multivariate dispersions. Biometrics. 2006 Mar;62(1):245–53.

4. Robidart JC, Magasin JD, Shilova IN, Turk-Kubo KA, Wilson ST, Karl DM, et al. Effects of nutrient enrichment on surface microbial community gene expression in the oligotrophic North Pacific Subtropical Gyre. ISME J. 2018 Sep 1;13(2):374–87.

5. Poretsky RS, Hewson I, Sun S, Allen AE, Zehr JP, Moran MA. Comparative day/night metatranscriptomic analysis of microbial communities in the North Pacific Subtropical Gyre. Environ Microbiol. 2009 Jun;11(6):1358–75.

6. Shi Y, McCarren J, DeLong EF. Transcriptional responses of surface water marine microbial assemblages to deep-sea water amendment: microbial transcriptome responses to deep-water addition. Environ Microbiol. 2012 Jan;14(1):191–206.

7. Eren AM, Maignien L, Sul WJ, Murphy LG, Grim SL, Morrison HG, et al. Oligotyping: differentiating between closely related microbial taxa using 16S rRNA gene data. Methods Ecol Evol. 2013;4(12):1111–9.

8. Thompson AW, Huang K, Saito MA, Chisholm SW. Transcriptome response of high- and low-light-adapted *Prochlorococcus* strains to changing iron availability. ISME J. 2011 Oct;5(10):1580–94.

9. Steindler L, Schwalbach MS, Smith DP, Chan F, Giovannoni SJ. Energy starved *Candidatus* Pelagibacter ubique substitutes light-mediated ATP production for endogenous carbon respiration. PLOS ONE. 2011 May 9;6(5):e19725.

10. Marchetti A, Catlett D, Hopkinson BM, Ellis K, Cassar N. Marine diatom proteorhodopsins and their potential role in coping with low iron availability. ISME J. 2015 Dec;9(12):2745–8.

11. Caputi L, Carradec Q, Eveillard D, Kirilovsky A, Pelletier E, Karlusich JJP, et al. Community-level responses to iron availability in open ocean plankton ecosystems. Glob Biogeochem Cycles. 2019;33(3):391–419.

12. Kiene RP, Linn LJ. Distribution and turnover of dissolved DMSP and its relationship with bacterial production and dimethylsulfide in the Gulf of Mexico. Limnol Oceanogr. 2000;45(4):849–61.

13. Simó R, Archer SD, Pedrós-Alió C, Gilpin L, Stelfox-Widdicombe CE. Coupled dynamics of dimethylsulfoniopropionate and dimethylsulfide cycling and the microbial food web in surface waters of the North Atlantic. Limnol Oceanogr. 2002;47(1):53–61.

How the deposited data were processed for this re-analysis (not part of the article)

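The authors' deposited table holds normalized log2 transcript levels of 19525 gene targets on 23 arrays, made by the authors with robust multi-array averaging and quantile normalization. It was used as it stands for all main results. The deposited scanner files hold intensity values of 180880 spots per array, 158326 of them of gene targets, from Feature Extraction version 11. A target has 3 to 18 spots. Of 104 spike-in RNAs on the array, 92 were above background on every array.

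A target was kept when at least 50% of its spots were well above background on at least 1 array, which left 19469. Each of 8 groups was given its own mean in limma 3.58.1 under R 4.3.3 with data.table 1.17.8. Comparisons were tested with treat at a fold change of 1.2 and p-values adjusted by the Benjamini-Hochberg method, with 0.05 as threshold. Counts adjusted over a list alone repeat this adjustment over the targets of that list. A chance share for arrays that lie apart holds for a single target and for both directions together, so it is smaller for a single direction. Targets of a list were measured on the same arrays, so counts of such targets were not tested. The tests, the threshold, the detection rule, the lists by gene and most alternatives were chosen before the data were examined. Alternatives added later are a filter on brightness, a fit of the 5 groups of the paper's single-gene analysis, combinations of these with array weights or without the fold threshold, leaving out replicates 3 of N+Fe and of Fe, the spike-in share as a covariate, array weights in comparisons between treatments, and slide as a fixed block for N+Fe against Fe.

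Alternatives from the scanner files were normexp background correction of the median signal with offset 50, then quantile normalization and median polish, scaling to the 75th percentile of the processed signal, and scaling to the spike-ins. The plan named the mean signal for normexp, and the median signal was used in its place. Other alternatives were the targets detected on all 23 arrays, no filter, only the 2 groups compared, slide as a random block (correlation 0.0663) or as a fixed block, array weights, no fold threshold, trend with robust, and leaving out each array in turn. The estimation of array weights stopped with a warning that its tolerance was not reached. Slide as a fixed block could be estimated only for the controls at T24 against T0, for NO_3_- and NH_4_+ against the controls, and for N+Fe against Fe. The last was run on the urea, FDW, Fe and N+Fe arrays. In these fits T24 against T0 rests on 1 control at T24, replicate 1, and N+Fe against Fe on 1 Fe array, replicate 3.

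Names of genes and organisms come from the first rows of S1 Table, 7.77% of its 9760, and no name was guessed from an identifier. The named targets in the text are, for each comparison, up to 3 of highest mean level for a gene and strain that the paper names, those with the largest change in each list, and up to 6 in each direction among the named targets past the test whose arrays were all apart. The lists are PE *rbcL* (179 targets, with haptophytes, diatoms and other stramenopiles), *Nr*, SAR11 *bop*, *dmdA*, *idiA* and *pstS*, Fe stress, N stress, *urtA*, *ntcA*, photosynthesis, nitrogenase, phosphonate use, cleavage of dimethylsulfoniopropionate, methylotrophy, gammaproteobacterial *phoD*, archaeal *rbcL* and organisms not expected in the water.

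The test was tried on simulated arrays without group differences, drawn from each target's mean and residual SD in the deposited log2 levels, in which 100 targets were given a 2-fold and 100 a 4-fold change. With the group sizes of NO_3_-, limma recovered 82% and 96% and called 0 unchanged targets, and with those of NH_4_+ 76% and 96% with 2 unchanged targets called. The changed targets were drawn at random and the noise was independent between targets. In the real arrays 52.0% of the variance lay on the first principal component. The recovered shares therefore do not carry over to lists that vary together, such as PE *rbcL*.

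Tests of gene sets (fry and camera, planned in place of EGSEA), shifts of a set relative to its phylogroup, differences between phylogroups, shares of a phylogroup in all transcripts, the *rbcL* to *ntcA* ratio, the *urtA* correlation and detection by strain were not run, because the named rows hold only part of each set and none from *Prochlorococcus* or *Synechococcus*. No column of the deposited table was left out. The NPSG samples and environmental measurements were not used here.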

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

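The search of the dim targets and of the spike-in levels, the predictions on brightness, spike-in share, slide within N+Fe and within Fe, and cross-hybridization, and the spike-in covariate, were chosen only after the results were seen.

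Targets below the brightness of the named ones also changed with time, though a smaller share of them than of all targets. Of the 9023 targets dimmer than every named target, 1019 passed the test between T0 and T24 in the controls, 696 of them higher and 323 lower. Of all 19469 targets, 2666 passed. The log2 level of the spike-in RNAs was 1.04 higher in the T0 controls than in the controls at T24, at equal amounts of added RNA.

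The arrays of the Fe and N+Fe treatments lie apart on the first principal component, and an uneven share of spike-in RNA could go with this. Over the 23 arrays with group means removed, the component correlates with the spike-in level relative to the median signal at -0.855 and with the raw brightness at 0.593. The share of spike-in RNA fits the pattern, and for brightness the test cannot tell. Slide does not account for the N+Fe part, as these arrays share 1 slide and lie up to 51.2% of the range apart. For Fe slide cannot be told apart, because the array that lies apart is alone on its slide and the other two, on another slide, lie 11.7% apart, and viruses or grazers were not tested for either treatment.

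The higher *rbcL* levels of PE in the NO_3_- bottles may have sources other than the treatment. Targets of like brightness had a median log2 change of 0.0569, far from the *rbcL* change, and scaled on the spike-ins the *rbcL* median was 0.98, so neither a shift of all targets of that brightness nor the authors' normalization accounts for the pattern. Cross-hybridization cannot be told apart, because the targets of organisms not expected in the water, with a median of 0.15, include 0 for *rbcL* and so could not bind *rbcL* transcripts of another taxon. Slide and the spike-in share of the arrays stay open, because the median was 0.32 with slide as a fixed block and 0.48 with the spike-in share as a covariate.

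The difference between T0 and T24 in the controls could also come from slide or normalization. Of the 2666 targets, 68.0% passed in the same direction with 75th percentile scaling, so the authors' normalization, tested in that way, does not alone account for it. With slide as a fixed block 57.7% did, but that fit rests on the 1 control at T24 that shared a slide with the T0 controls. Slide thus does not account for the difference of that array, and for the other controls it cannot be told apart. With the spike-in share as a covariate only 14.4% passed in the same direction, and with spike-in scaling 12982 targets were higher and 32 lower, so the spike-in share and the direction of the changes stay open. As log2 level relative to the median signal, that share averaged 2.94 at T0 and 1.61 in the controls at T24. The covariate thus changed together with time, and the loss of calls does not by itself show a technical source. Filter type and volume changed together with time, and this cannot be tested here.

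Comparisons of 3 with 3 arrays allow 10 splits, too few for a share under 0.05. The real and the highest other count were 2666 and 0 for T24 against T0, 18 and 0 for urea, 1 and 0 for NO_3_-, with 1 split at least as high in each. They were 0 and 0 for FDW, Fe, FDW against NO_3_- and N+Fe against Fe, and 0 and 1 for N+Fe, with 10 splits at least as high in each. With array weights they were 341 and 2 for FDW, with 1 split at least as high, but 2700 and 2837 for NO_3_-, with 3 splits at least as high. In the highest of these, 1 side held NO_3_- replicate 3 with control replicates 1 and 3. That split still set most controls against most NO_3_- arrays, so its count is not one from arrays without a treatment difference.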

How the results depend on the processing

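The brightness filter, the fit of 5 groups, their combinations, the fit without replicates 3 of N+Fe and of Fe, the spike-in covariate, array weights in comparisons between treatments and the fixed slide block for N+Fe against Fe were chosen only after the results were seen, and the other settings before.

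For T24 against T0 in the controls (2666 targets), the counts were 1674 with normexp, 13014 with ERCC scaling, 8354 with no fold threshold, 1682 with the brightness filter, 4237 with 5 groups and array weights, 4519 with no fold threshold and the brightness filter, and 534 with the covariate. Leaving out single arrays gave 1495 (control 3) to 3087 (control 2). The median log2 change of PE *rbcL* was -0.0145 with ERCC scaling and turned to 0.63 with the covariate. Single arrays moved it from -1.25 (control 2) to -0.62 (control 3). With ERCC scaling 4 single targets turned: G0215002198 to 0.72, G0215001643 to 0.63, G021500909 to 0.62 and G0215001850 to 0.75. That scaling gave all targets a median log2 change of 1.19 here and of 0.79 for N+Fe.

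For urea (18), the counts were 9 with normexp, 2 with 75th percentile scaling, 0 with ERCC scaling, 28 with only the 2 groups, 0 with slide as a random block, 50 with array weights and 321 with no fold threshold. They were 154 with array weights and the brightness filter, 92 with 5 groups and array weights, 29 with 5 groups and the brightness filter, 271 with no fold threshold and the brightness filter, and 614 with 5 groups, array weights and the brightness filter, where 96 PE *rbcL* targets passed against 0. Single arrays gave 0 (any control or urea array) to 23 (N+Fe 3). The PE *rbcL* median went from 0.29 (control 3) to 0.95 (control 2).

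For NO_3_- (1), the counts were 2 with 75th percentile scaling, 0 with ERCC scaling, 0 with only the 2 groups, 0 with slide as a fixed block, 0 with the brightness filter, 2700 with array weights and 4314 with no fold threshold. They were 1703 with 5 groups, 2397 with array weights and the brightness filter, 3199 with 5 groups and array weights, 1655 with 5 groups and the brightness filter, 2802 with no fold threshold and the brightness filter, 2593 with 5 groups, array weights and the brightness filter, and 1225 without replicates 3 of N+Fe and of Fe. Single arrays gave 0 (NO_3_- 3 or control 3) to 7 (control 2). PE *rbcL* targets (0) were 148, 10, 130, 170, 177, 150, 12, 177 and 124 in the settings from array weights on, in the same order. Their median was 0.32 with slide as a fixed block and 0.48 with the covariate, and 0.85 (control 3) to 1.48 (control 2) over single arrays.

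For FDW (0), the counts were 341 with array weights, 1989 with no fold threshold, 890 with array weights and the brightness filter, 1673 with 5 groups and array weights, 1163 with no fold threshold and the brightness filter, and 1572 with 5 groups, array weights and the brightness filter. PE *rbcL* targets were 22, 1, 53, 98, 1 and 115 in the same order. The count was 0 without any single array, and the PE *rbcL* median 0.50 to 1.12.

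For NH_4_+ (0), single arrays gave 0 to 1 (NH_4_+ 1). The PE *rbcL* median turned to -0.0826 with slide as a fixed block, and went from -0.0218 (NH_4_+ 2) to 0.74 (NH_4_+ 1). For Fe, 1 target passed with no fold threshold and the brightness filter. The PE *rbcL* median went from 0.09 (Fe 2) to 0.89 (Fe 3), that of haptophytes from 0.42 (control 3) to 1.35 (Fe 3) and that of stramenopiles from 0.00 (0.000614, Fe 2) to 0.79 (Fe 3).

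For N+Fe, 2 targets passed with no fold threshold and 1 with the brightness filter as well. The PE *rbcL* median turned to 0.25 with ERCC scaling, 0.39 with array weights, 0.38 without replicates 3 of N+Fe and of Fe and 0.42 with the covariate, and that of stramenopiles to 0.10, 0.27, 0.25 and 0.31. Single arrays moved these from -0.87 and -1.04 (N+Fe 2) to 0.38 and 0.25 (N+Fe 3), and that of haptophytes from -0.32 to 1.05. Urea minus NH_4_+ had 1 target with 75th percentile scaling. FDW minus NO_3_- had 81 with array weights, and 0 to 2 (NO_3_- 3) over single arrays. The union of 2685 became 1683 with normexp, 13014 with ERCC scaling, 4998 with array weights, 10503 with no fold threshold, 1702 with the brightness filter, 5427 with 5 groups and array weights, 5924 with no fold threshold and the brightness filter, 4039 with 5 groups, array weights and the brightness filter, and 557 with the covariate.

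Distances to T0 moved with normexp and the brightness filter to 67.8 and 69.5 for the controls, 50.2 and 51.5 for urea, 42.7 and 43.4 for NO_3_-, and 46.4 and 48.0 for FDW, and with 75th percentile scaling to 82.7 for urea, 71.5 for NO_3_- and 74.4 for FDW. Shifts of like size for Fe (48.7 and 50.3), NH_4_+ (54.0 and 55.3) and N+Fe (57.1 and 60.1) lie within the wider spread of their arrays. Distances to the controls at T24 moved to 58.8 and 60.5 for NO_3_-, 35.5 and 35.0 for N+Fe, and 49.5 and 49.9 for FDW, with 70.8 for FDW under 75th percentile scaling. Over single arrays they were 35.7 to 69.7 for NH_4_+ (highest without NH_4_+ 1) and 50.0 (control 3) to 64.3 for FDW. Detection gave 10446 with the brightness filter.

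The cause of these shifts was not tested. Of the other values, 502 for the main results moved by less than 1 SD between replicates or, for counts, by at most 1.5 times, 5296 for single targets kept their side of the test, and 229 values for single targets were stronger and 41 weaker. No paired analysis was possible because the replicate numbers are labels of single bottles. Spots near background limit what the dimmest targets can show. Gene set tests, sets relative to their phylogroup, differences between phylogroups, phylogroup shares, the *rbcL* to *ntcA* ratio and the *urtA* correlation were not run with any setting, since only part of S1 Table was read.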

Differences from the paper's values

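The brightness filter and the fit of 5 groups, with their combinations, were chosen only after the results were seen, and array weights and the other settings before.

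The paper's number of detected targets is 9760, against 19469 here, and every planned rule also differs. The brightness limit, chosen after seeing the values and built on the named targets, gives 10446. Between T0 and T24 in the controls, the paper calls 185 of the named targets and this work 23. Of the planned settings only the one without a fold threshold comes near, with 224, and it drops 107 of the paper's own. Chosen after seeing the values, array weights with the brightness filter give 168 and drop 19, 5 groups with array weights give 183 and drop 24, no fold threshold with the brightness filter gives 228 and drops 110, and 5 groups with both give 211 and drop 11. For PE *rbcL* the paper calls 116, against 1 here, and all planned settings differ. Chosen after seeing the values, array weights with the brightness filter give 108 and drop 9, 5 groups with array weights 136 and drop 0, 5 groups with the brightness filter 84 and drop 33, and 5 groups with both 148 and drop 0. For *Nr* the paper calls 3, against 0 here, and no setting run reaches it.

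In NO_3_- the paper calls 219 of the named targets, against 0 here. Of the planned settings, array weights give 172 and drop 48 of the paper's own, and the others differ. Chosen after seeing the values, 5 groups give 137 and drop 83, array weights with the brightness filter 207 and drop 13, 5 groups with array weights 211 and drop 13, 5 groups with the brightness filter 159 and drop 61, and 5 groups with both 226 and drop 3. For PE *rbcL* the paper calls 172, against 0 here. Array weights, as planned, give 148 and drop 25, and the other planned settings differ. Chosen after seeing the values, 5 groups give 130 and drop 43, array weights with the brightness filter 170 and drop 3, 5 groups with the brightness filter 150 and drop 23, and 5 groups with array weights, with or without that filter, 177 and drop 0. For *Nr* the paper calls 2, against 0 here, and all planned settings differ. Array weights with the brightness filter or with 5 groups, or all together, chosen after seeing the values, give 2.

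In FDW the paper calls 111 of the named targets, against 0 here, and 60 for PE *rbcL*, against 0 here. Of the planned settings, no fold threshold gives 129 and drops 77 for the named targets, and none reaches the count of PE *rbcL*. Chosen after seeing the values, array weights with the brightness filter give 97 and 53 and drop 14 and 7. For the named targets, also chosen after seeing the values, 5 groups with array weights give 146 and drop 6, and no fold threshold with the brightness filter gives 136 and drops 77. In urea, where the paper calls 0, the setting of 5 groups with array weights and the brightness filter calls 96 for PE *rbcL*.

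The paper states that *bop* transcripts increased in NH_4_+ mainly from HTCC7211. Here the median log2 change of the 17 HTCC7211 targets in the 7.77% of S1 Table that was read was -0.03, and that of the HIMB5 targets 0.11. The direction for HTCC7211 is not settled, since its median was 0.03 with 75th percentile scaling, 0.09 with spike-in scaling, 0.16 with slide as a fixed block, and 0.18 within the slide that held NH_4_+ and controls.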

Other observations

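The comparison of the gene lists across treatments was planned, and the choice of the lists shown here and the spike-in covariate were made only after the results were seen.

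The 3 photosynthesis targets, *psaA* of *Candidatus* Atelocyanobacterium thalassa and *psaA* and *psbA1* of *Crocosphaera watsonii*, encode reaction centre proteins of cyanobacteria that fix N_2_. They had a median log2 change of 1.20 in NO_3_- against the controls at T24, and with limma 3 of 3 rose when adjusted over the list alone, though 0 passed over all targets. All 3 had an unadjusted p under 0.05, and 3 rose with array weights. With slide as a fixed block the median was 0.06 and with the spike-in share as a covariate 0.63. In FDW the median was 0.84. Targets for methylotrophy, the use of 1-carbon compounds, had a median of 0.22 in FDW, with 0 of 47 past the test with limma, 1 higher when adjusted over the list alone, 3 with an unadjusted p under 0.05 and 1 higher with array weights.

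The iron-binding *idiA* of SAR11 was measured by 16 named targets, 8 of them of HTCC1062 and 7 of HIMB5. None is of HTCC7211, the strain that the paper holds likely to account for its Fe stress decreases. These targets had a median log2 change of -0.11 in NO_3_-, which turned to 0.06 with slide as a fixed block, and -0.03 in FDW. The means of the array medians point the other way, with 9.15 in the controls at T24, 9.23 in NO_3_- and 9.26 in FDW, so no direction is given for these. The median log2 change in Fe was 0.05, which turned to -0.07 with 75th percentile scaling and -0.03 with the spike-in share as a covariate, and in N+Fe 0.11. The HTCC1062 target G0215002951 had -0.67 in NO_3_- (standard error 0.21, adjusted p = 0.279 from limma). With limma 0 of 16 passed in any treatment, and in NO_3_- 1 had an unadjusted p under 0.05 and 1 fell with array weights. Nitrogenase targets, for N_2_ fixation, had a median of 0.25 in FDW, with 0 of 68 past the test with limma, 7 with an unadjusted p under 0.05 and 2 higher with array weights.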
